# Field‐grown soybean transcriptome shows diurnal patterns in photosynthesis‐related processes

**DOI:** 10.1002/pld3.99

**Published:** 2018-12-04

**Authors:** Anna M. Locke, Rebecca A. Slattery, Donald R. Ort

**Keywords:** circadian rhythm, *Glycine max*, photosynthesis, RNA‐seq, soybean, transcriptome

## Abstract

Many plant physiological processes have diurnal patterns regulated by diurnal environmental changes and circadian rhythms, but the transcriptional underpinnings of many of these cycles have not been studied in major crop species under field conditions. Here, we monitored the transcriptome of field‐grown soybean (*Glycine max*) during daylight hours in the middle of the growing season with RNA‐seq. The analysis revealed 21% of soybean genes were differentially expressed over the course of the day. Expression of some circadian‐related genes in field‐grown soybean differed from previously reported expression patterns measured in controlled environments. Many genes in functional groups contributing to and/or depending on photosynthesis showed differential expression, with patterns particularly evident in the chlorophyll synthesis pathway. Gene regulatory network inference also revealed seven diurnally sensitive gene nodes involved with circadian rhythm, transcription regulation, cellular processes, and water transport. This study provides a diurnal overview of the transcriptome for an economically important field‐grown crop and a basis for identifying pathways that could eventually be tailored to optimize diurnal regulation of carbon gain.

## 1 INTRODUCTION

Diurnal changes in plant physiological responses and gene expression are governed by diurnally changing environmental conditions and endogenous circadian rhythms. Coordinating physiological functions with the 24‐h clock allows plants to balance energy needs and resources (Dodd et al., 2005) and creates temporal compartments to prevent futile biochemical cycles. In C_3_ plants, ATP and NADPH are produced through the light reactions to fuel carbon assimilation in the C_3_ cycle only during daylight. Stomatal opening is stimulated by light to allow CO_2_ to enter the leaf (Kinoshita et al., 2001), which means transpiration occurs almost entirely in the light, driving water flow through the plant. Water flow into the roots in turn drives nutrient uptake from the soil. During the daytime, extra carbon must be assimilated to fuel respiration for cellular processes in the dark. This extra carbon is typically stored as starch in the chloroplast, resulting in diurnal cycles of starch accumulation and depletion (Stitt & Zeeman, 2012; Zeeman, Smith, & Smith, 2007).

Environmental conditions change greatly even within the light period, as plants in the field experience fluctuations in light quality, light intensity, temperature, wind, and vapor pressure deficit on a daily basis. Photosynthetic processes continually acclimate throughout the day to optimize light use efficiency and to maintain a balance between energy from the light reactions and substrates for the carbon reactions (Geiger & Servaites, 1994; Reinbothe & Reinbothe, 1996). Because light and temperature tend to peak in the middle of the day, it is likely that expression of photosynthesis‐related genes follows characteristic patterns over the course of the light period. Some photosynthesis‐related processes have been linked to expression of circadian rhythm‐related genes. For example, altered expression of circadian‐related genes in Arabidopsis (*Arabidopsis thaliana*) and maize (*Zea mays*) has been linked to increased rates of photosynthesis in hybrids (Bendix, Marshall, & Harmon, 2015; Ko et al., 2016).

Soybean (*Glycine max*) typically shows strong diurnal variations in photosynthesis, carbohydrate metabolism, and nitrogen assimilation (Bernacchi et al., 2006; Delhon, Gojon, Tillard, & Passama, 1995; Rogers et al., 2004; Upmeyer & Koller, 1973). Because carbon accumulation depends not just on peak midday photosynthesis, but on the daily integral of photosynthesis, the regulation of diurnal metabolic fluctuations impacts season‐long yield. Understanding the transcriptional basis of diurnal photosynthetic cycles could provide insight into how carbon assimilation is, or could be, maximized over the entire day, rather than just at peak photosynthesis. Based on known fluctuations in photosynthesis, sugar metabolism, and environmental conditions, we hypothesized that genes related to photosynthetic function and sugar metabolism would likely show diurnal changes in transcription.

Using RNA‐seq, this study examined diurnal changes in the leaf transcriptome of field‐grown soybean. We first compared circadian‐related gene expression in the field setting to previously measured expression patterns in controlled environments. We then identified diurnally regulated genes involved in various aspects of photosynthesis. Finally, we identified soybean genes integral to diurnal function in soybean.

## 2 MATERIALS AND METHODS

### 2.1 Plant material and growth conditions

For RNA‐seq analyses, soybean (*Glycine max*) cv. 93B15 (Pioneer Hi‐Bred, Johnston, IA) was planted on 27 May 2010 at the SoyFACE research farm near Champaign, Illinois (40.042° N, 88.237° W). Four plots in the field were the four biological replicates. Each replicate was sampled at four time points on the same day, and each replicate was sampled on a different day: 14, 16, 18, or 24 August 2010. All plants were in early to mid‐seed fill (R5‐R6) during this period. Day length during this time period ranged from 13:23 to 13:47 h. This experimental design accounted for environmental variation among sampling days with the replicate in the statistical model, distributed equally across time points. All three leaflets from an uppermost, fully expanded leaf were detached and immediately flash‐frozen in liquid nitrogen at 8:00 (zeitgeber time [ZT] 2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), and 17:00 (ZT11:20), and subsequently stored at −80°C. The three leaflets were combined to create one sample per plot.

For diurnal measurements of chlorophyll content, leaf disks from 10 randomly selected plants were harvested at 8:00/ZT2:20, 11:00/ZT5:20, 14:00/ZT8:20, and 17:00/ZT11:20. These samples were harvested at SoyFACE on 16 August 2013 from cv. 93Y40 (Pioneer Hi‐Bred, Johnston, IA). Samples were cut from the uppermost, fully expanded leaf and immediately flash‐frozen in liquid nitrogen.

Climate data (temperature, relative humidity [RH], and photosynthetic photon flux density [PPFD]) for 30 min intervals throughout each sampling day were obtained from the University of Illinois Energy Farm weather station located 3.7 km northeast of the SoyFACE site.

### 2.2 RNA extraction and sequencing

Total RNA was isolated from whole leaflets with a method developed specifically for field‐grown soybean (Bilgin, DeLucia, & Clough, 2009), and RNA was treated with the DNA‐free kit (Ambion, Inc., Austin, TX). cDNA libraries were constructed and indexed with the TruSeq RNA Sample Preparation kit, and the average insert size was 361 bp (Illumina, Inc., San Diego, CA). Sixteen samples (four biological replicates at four time points) were sequenced on two randomly assigned lanes with the HiSeq2000 (Illumina, Inc., San Diego, CA). On average, 51.2 million paired‐end 100 nt reads were generated for each sample. We previously reported transcript abundance for 34 soybean aquaporin genes from a separate analysis of these reads (Locke & Ort, 2015).

### 2.3 Sequence alignment and processing

Raw reads were trimmed to remove adapter sequence contamination with Trimmomatic (Bolger, Lohse, & Usadel, 2014) and aligned to the soybean genome (Williams 82 assembly version 2 annotation version 1; (Schmutz et al., 2010)) in TopHat version 2.1.1 (Kim et al., 2013). Mapped reads per gene were counted with HTSeq‐count (www‐huber.embl.de/users/anders/HTSeq/; (Anders, Pyl, & Huber, 2015)).

### 2.4 RNA‐seq statistical analyses

Genes with very low or no expression (<8 counts for all biological replicates at every time point) were filtered from the data set prior to statistical analysis. Several normalization strategies were tested, of which log_2_‐transformed trimmed mean of M‐values (TMM) (Robinson & Oshlack, 2010) most effectively normalized the data for parametric analysis. TMM correction factors were calculated using the edgeR package (McCarthy, Chen, & Smyth, 2012; Robinson, McCarthy, & Smyth, 2009). The log_2_(TMM)‐normalized expression was analyzed by repeated‐measures ANOVA using PROC MIXED (SAS 9.4, SAS Institute, Cary, NC), in which time point was the main effect and plot was the repeated measures subject. This program was chosen because the repeated measures structure of the time course data set is not readily modeled by specialized statistical packages for gene expression. The residuals for each gene were tested for normality, a requirement for the validity of parametric testing; those genes with non‐normal residual error distributions were instead analyzed in a repeated‐measures ANOVA using simulated, bootstrapped “*F*”‐distributions. In total, 357 genes fell into this nonparametric testing category; these are noted in Supporting information Dataset S1. *p*‐values were corrected for false discovery rate (fdr) among all comparisons, and genes with fdr‐corrected *p*‐values below 0.05 and log_2_(fold change) ≥1 between at least two time points, which corresponds to a doubling or halving of transcription, were considered to be differentially expressed (DE). Log_2_(fold changes) for DE genes were calculated from log_2_(TMM) normalized counts for each time point (11:00/ZT5:20, 14:00/ZT8:20, 17:00/ZT11:20) relative to 8:00/ZT2:20.

Gene ontology (GO) annotations were downloaded from SoyBase (https://soybase.org/; (Grant, Nelson, Cannon, & Shoemaker, 2009)), and to identify GO terms that were overrepresented among DE genes, Fisher's exact test with a Bonferroni *p*‐value correction was applied through the tool on SoyBase (Morales et al., 2013). Dominant diurnal transcription patterns among DE genes were identified with *k*‐means clustering of log_2_(TMM) values in SAS PROC FASTCLUS.

To examine the differences in variance that could indicate differential environmental effects on diurnal transcription patterns, the coefficient of variation (CV) was calculated for each gene/time point (absolute value[*SD*/mean]). The CVs for the four time points were then averaged, and the genes were ranked based on average CV with the highest average CV indicating the most variability in transcript abundance. Tukey's fences were used to identify genes that were moderate outliers (mean CV > Q3 + [1.5 × (Q3‐Q1)]) and extreme outliers (mean CV > Q3 + [3 × (Q3‐Q1)]) for average CV. Additionally, the equality of CVs among time points was tested for each gene with an asymptotic test (Feltz & Miller, 1996) using the R package “cvequality”(Marwick & Krishnamoorthy, 2018). In this analysis, each time point (8:00/ZT2:20, 11:00/ZT5:20, 14:00/ZT8:20, and 17:00/ZT11:20) was treated as a group, and log_2_(TMM), the same variable used to test the equality of means in the repeated‐measures model, was the variable for which CV was calculated.

### 2.5 Chlorophyll analysis

Chlorophyll was extracted from tissue samples, and total chlorophyll content and chlorophyll *a*/*b* ratios were determined according to Porra, Thompson, and Kriedemann (1989) and Lichtenthaler (1987). Data were analyzed by repeated‐measures ANOVA in PROC MIXED (SAS 9.4, SAS Institute, Cary, NC).

### 2.6 GRN inference

A dynamic gene regulatory network (GRN) was inferred using a graphical Gaussian model with the GeneNet package v. 1.2.13 in R (Opgen‐Rhein & Strimmer, 2007; Schaefer, Opgen‐Rhein, & Strimmer, 2015). A very strict threshold was used to filter the DE gene list for GRN inference (fdr‐corrected *p *<* *0.0001, log_2_(fold change) ≥ 2), and 1,199 strongly DE genes were included in the analysis. Significant edges and directions with fdr‐corrected *p *<* *0.0001 were included in the GRN.

### 2.7 Accession numbers

Sequence data and read counts from this study can be found at the NCBI GEO data repository under accession number GSE114878.

## 3 RESULTS AND DISCUSSION

### 3.1 RNA‐seq output and clustering

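Poly-A RNA from whole upper-canopy leaflets of field-grown soybean was sequenced in 16 libraries. The 4 plots were the biological replicates, and each plot was sampled at 8:00, 11:00, 14:00 and 17:00 on a day of its own, so each time point had 4 libraries, and plot and sampling day were 1 factor. The values are raw read counts per gene for 56044 genes. The authors trimmed the reads with Trimmomatic, aligned them to the Williams 82 genome (assembly version 2, annotation version 1) with TopHat and counted them per gene with HTSeq-count. The libraries were run on 2 lanes, and the lane of each library is not given in the sources used here. Total counts ranged from 21216995 to 23698854 (median 21411767) at 8:00, from 14968570 to 25691784 (median 21940825.5) at 11:00, from 19760594 to 22317152 (median 20731895) at 14:00 and from 19335877 to 21705056 (median 20908116.5) at 17:00. All values here rest on counts assigned to genes rather than on reads sequenced, 338680090 in all. The 10 most abundant genes took 8.67 ± 1.2% of the counts at 8:00 and 9.76 ± 1.9% at 11:00, against 6.62 ± 1.4% at 14:00 and 6.29 ± 0.25% at 17:00 (SD, n = 4). Transcript abundance is given as TMM-normalized CPM (counts scaled to a common library size), as mean ± SD over the 4 plots. Differences were tested with edgeR's quasi-likelihood test on the counts, with time point and plot in the model and Benjamini-Hochberg adjustment over all genes kept. The scaling sets the zero of each fold change. The median gene lay 0.06 higher at 17:00 than at 8:00 on the log2 scale after TMM scaling, but 0.32 higher when libraries were scaled by their totals alone, so all changes are relative to the TMM scaling. Near-identical copies can share or lose reads in such counts, and the strand setting of the counting is not given in the sources used here.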

mRNA sequencing yielded over 820 million reads from 16 samples. 

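The genes kept spanned a wide range of abundance. Glyma.08G082900, a chlorophyll a/b binding protein gene, had 9122 ± 2457 CPM at 11:00 (SD, n = 4 plots), whereas Glyma.12G060200, which encodes the clock component LUX, had 0.369 ± 0.399 CPM at 8:00. Genes with 8 or more counts in at least 1 library numbered 36059, or 64.34% of the 56044 in the table. Each library held 30359 to 32984 genes with 8 or more counts.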

Sufficient reads were counted for 36,059 genes to include in the analysis (Supporting information Dataset S1), which represents 64% of the 56,044 protein‐coding genes predicted in the soybean genome (Schmutz et al., 2010). Of these, 11,984 genes were found to be differentially expressed [DE; fdr‐corrected *p *<* *0.05, log_2_(fold change ≥ 1)] between time points over the course of the day. 

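Transcripts changed in both directions between 8:00 and 17:00. Glyma.16G177800 rose from 1.18 ± 0.341 to 433 ± 120.5 CPM (SD, n = 4 plots; log2 fold change 8.54, standard error 0.47, adjusted p = 4.36e-09 from edgeR) and Glyma.20G031200 from 0.143 ± 0.0662 to 59.2 ± 12.6 CPM (log2 fold change 8.63, standard error 0.31, adjusted p = 1.95e-10 from edgeR). Glyma.17G211900 fell from 839.9 ± 174 to 3.21 ± 0.436 CPM (log2 fold change -8.00, standard error 0.22, adjusted p = 4.13e-11 from edgeR) and Glyma.08G314700 from 162 ± 9.64 to 0.329 ± 0.161 CPM (log2 fold change -8.95, standard error 0.24, adjusted p = 4.13e-11 from edgeR). These loci are among the 10 largest rises and the 10 largest falls with the same direction in all 4 plots, and the sources used here do not pair them with names. Also among the rises was Glyma.10G251500, which Dataset S1 (the first 931 of its 36059 genes are used here) matches to thiamine thiazole synthase, an enzyme of thiamine synthesis. Its abundance increased from 19.04 ± 12.8 to 3072 ± 856 CPM (log2 fold change 7.55, standard error 0.65, adjusted p = 3.25e-07 from edgeR). At an adjusted p under 0.05 and a log2 fold change of at least 1 between any 2 time points, 12200 genes were differentially expressed (edgeR). Relative to 8:00, 1968 genes were higher and 1396 lower at 11:00, 4387 higher and 3753 lower at 14:00, and 5631 higher and 4718 lower at 17:00. At 17:00 the balance moved with the scaling and the replicates, to 5308 higher and 4969 lower with DESeq2 size factors and to 4498 and 4458 without replicate 3. Of the genes called, 4633 had their highest mean at 8:00, 1114 at 11:00, 1675 at 14:00 and 4778 at 17:00. With no fold threshold the count was 19626.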

The percentage of genes that were DE, approximately 21%, is smaller than the proportion of circadian‐regulated genes found in the Arabidopsis transcriptome (Blasing et al., 2005; Covington, Maloof, Straume, Kay, & Harmer, 2008), which probably reflects the shorter time course examined here. Additionally, for the 357 genes that had to be analyzed using nonparametric tests, there was a higher Type II error rate than among the 35,702 genes analyzed with parametric tests, due to the lower statistical power of the nonparametric tests. The analysis method for each gene, parametric or non‐parametric, is noted in Supporting information Dataset S1.

Varying environmental conditions over the four sampling days have the potential to introduce substantial variability in transcription. A microarray study comparing field and chamber‐grown rice (*Oryza sativa*) found that over 7,000 genes required a term to be included in a model that summarized environmental variables in order for the model to accurately predict transcription (Nagano et al., 2012). For the four RNA sampling days in the present study, temperature, PPFD, and RH were remarkably consistent (Supporting information Figure S1). RH showed the greatest variability, with early‐morning values ranging from <75% to >85%. Nonetheless, that this extensive DE gene list was able to be statistically resolved despite environmental variation among days implies a very robust diurnal response in these genes, especially considering the high potential for biological variation among the four replicates, which were spatially segregated field plots sampled on different days. Thus, the DE gene list presented and discussed in this study likely represents genes with the most consistent, environmentally stable diurnal responses.

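Differences between plots, and thus between sampling days, were measured in the same model. Glyma.08G194900, matched to an acid phosphatase of Phaseolus vulgaris in Dataset S1, averaged 37.1 ± 23.2 CPM over the 4 time points in plot 4 (SD) and 2.39 ± 1.77 CPM in plot 1 (adjusted p = 7.41e-06 between plots, edgeR). Glyma.13G116900, matched to a peptide transporter of Medicago truncatula, averaged 34.2 ± 13.1 CPM in plot 4 and at most 7.44 ± 2.46 CPM in another plot (adjusted p = 2.77e-05, edgeR). Glyma.12G221400, matched to a NAC transcription factor of Jatropha curcas, averaged 25.9 ± 1.44 CPM in plot 4 and 4.80 ± 1.60 CPM in plot 2 (adjusted p = 2.77e-05, edgeR). These were among the 5 genes with the smallest adjusted p between plots, and all 5 were highest in plot 4. In total 2275 genes differed between plots at an adjusted p under 0.05 with a log2 fold change of at least 1, against 12200 between time points. The plot count fell to 350 without replicate 4 and to 886 in a gene-wise linear model on log2(TMM). From the number of genes resolved between time points despite the variation among days, the paper reasons that the diurnal response of these genes is robust.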

Diurnal transcription patterns were examined by clustering DE genes based on log_2_(TMM) values (Figure 1). Each cluster contained between 692 and 3141 genes. 

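The clock transcripts LCL1 (Glyma.07G048500) and TOC1 (Glyma.04G166300) fell into different groups when the 12200 differentially expressed genes were divided by k-means into 7 clusters on their mean log2(TMM) at the 4 time points. TOC1 lay in a cluster of 1728 genes whose mean rose by 1.66 on the log2 scale from 8:00 to 17:00, and 1710 of its members were higher at 17:00. LCL1 lay in the most abundant cluster, of 550 genes, whose mean fell by 0.83 on the log2 scale, with 380 members lower at 17:00. The steepest falling cluster, with 1672 genes, fell by 1.96 on the log2 scale, and held Glyma.13G215400, a divinyl chlorophyllide reductase gene. Level accounted for 90.2% of the variance that the clustering saw, so clusters separated genes by abundance more than by time course.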

Cluster analysis revealed seven distinct diurnal expression patterns (Figures 1, Supporting information Figure S2). Cluster 1 showed relatively low levels of expression in the morning that declined further throughout the day, whereas transcript abundance in cluster 2 was very low in the morning and increased through the day. Clusters 3 and 4 showed declining expression patterns throughout the day, although the overall magnitude of expression was greater in cluster 4. Clusters 5, 6, and 7 all increased slightly from 8:00/ZT2:20 to 11:00/ZT5:20 and 11:00/ZT5:20 to 14:00/ZT8:20 and seemed to plateau at 14:00/ZT8:20. However, they differed in overall magnitude, with 5 < 6<7.

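The most abundant cluster held 4 of 6 Rubisco activase loci and 13 of the 21 chlorophyll a/b binding loci that were clustered. Members of this cluster took different courses, since Glyma.14G067000 (activase) was highest at 8:00 and Glyma.01G115900 (chlorophyll a/b binding) at 17:00. Rising clusters numbered 4 and falling clusters 3. The rising ones held 1370, 2334, 2771 and 1728 genes, in order of abundance, and gained 0.31, 0.41, 0.63 and 1.66 on the log2 scale from 8:00 to 17:00. The lowest of these, which held ELF4 (Glyma.18G027500), gained 0.30 of this after 14:00, whereas the cluster of TOC1 had gained 1.38 by 14:00. Falling clusters together held 3997 genes. Cluster membership has no test, and a cluster's mean covers members of both directions, with 870 of 2771 genes lower at 17:00 in the largest rising cluster. The count in falling clusters was 5879 without replicate 1.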

**Figure 1:**
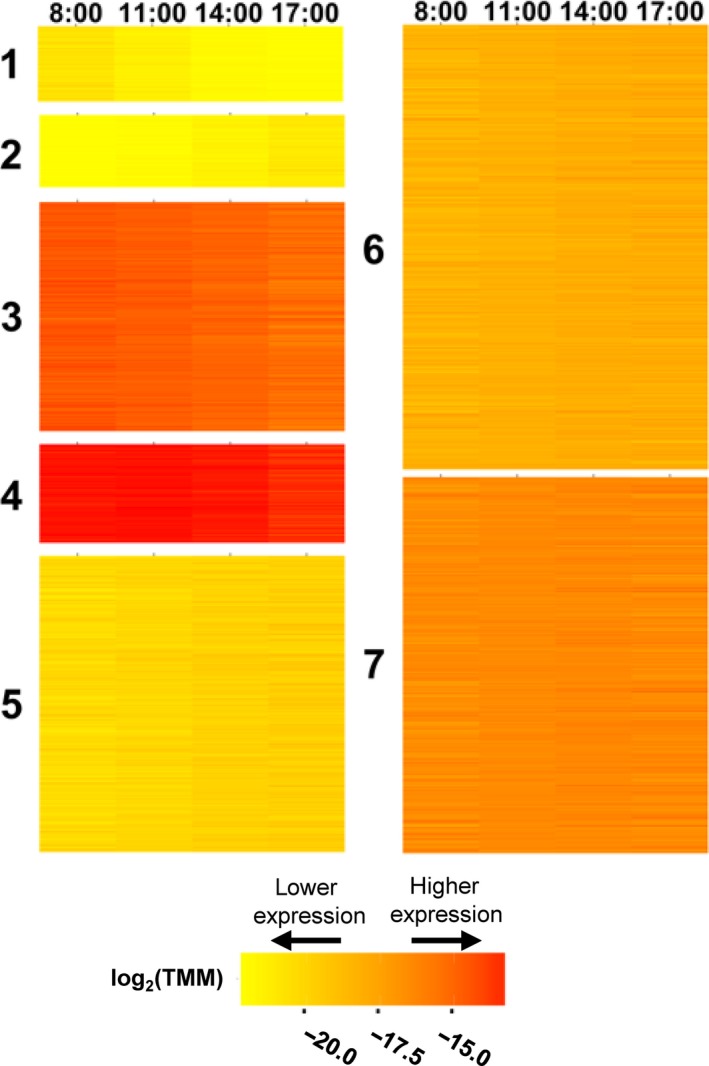
*k*‐means clustering of diurnally differentially expressed genes in soybean. Normalized expression values [log_2_(TMM)] are shown (yellow = low expression, red = high expression) for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours

Gene lists for each cluster were tested for overrepresentation of GO terms for each distinct diurnal expression pattern (Supporting information Dataset S2). No specific GO terms showed significantly higher representation in clusters 1 and 2. mRNA 5′‐UTR binding was the most overrepresented GO term in cluster 3, whereas Rubisco activator activity (i.e., Rubisco activase), was the most overrepresented GO term in cluster 4. Only one GO term, mitochondrial mRNA modification, was overrepresented in cluster 5. Protein import into the nucleus was the most highly overrepresented GO term in cluster 6, and cluster 7 showed the highest overrepresentation of the response to hormone stimulus GO term.

### 3.2 CV analyses

Coefficient of variation was significantly different among time points for 3,231 genes, which was 8.96% of those included in the analysis (Supporting information Dataset S1), indicating stronger environmental impacts at some time points for those genes. 

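The GIGANTEA locus Glyma.20G170000 illustrates an unequal coefficient of variation (CV). Its CV of log2(TMM) over the 4 plots was 9.91% at 8:00 and 4.95% at 11:00, but 1.25% at 14:00 and 0.78% at 17:00 (unadjusted p = 0.000449, an asymptotic and not an exact test of equal CVs over all 4 time points). Its SD of log2(TMM) was 1.568 at 8:00 and 0.101 at 17:00. At 8:00 plot 2 had 3.49 CPM, against 20.5 to 38.3 CPM in the other plots, so much of that spread came from plot 2. The CV also moves with the mean, because the scaling formula sets the zero of log2(TMM). Over all genes kept, 3318 (9.2%) had unequal CVs at an unadjusted p under 0.05, and 1960 of these were most variable at 8:00, 509 at 11:00, 182 at 14:00 and 667 at 17:00. Of the 3318 genes, 1383 were also differentially expressed between time points. After Benjamini-Hochberg adjustment 122 genes remained below 0.05, and on the linear scale 2153 genes had unequal CVs. The test called 6.2% of simulated genes with equal CVs, and without replicate 2 the share most variable at 8:00 was 40.8%. Among 100 groupings of the libraries within plots, the real one included, 14 had as many genes. Those groupings mix libraries of different times, which adds spread of its own, so they cannot decide whether chance accounts for the count. From the unequal CVs the paper infers stronger environmental impacts at some time points.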

For these genes, large variation in expression at one or two time points may have prevented a gene from being identified as DE, despite a trend in the means. This effect may have been exacerbated for genes with one or more very low‐expression time points, due to the logarithmic transformation that was applied to TMM‐normalized data, which was necessary to shape the data in a normal distribution as is appropriate for ANOVA and post‐hoc tests.

The mean CV for each gene was calculated from the CVs of the four time points. Based on these mean CVs, 262 genes (0.7%) were extreme outliers for high mean CV (Supporting information Dataset S1), meaning that these genes had extremely high variation among sampling days relative to other genes. 

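Glyma.05G126800 had the highest mean CV, 18.1%, and Dataset S1 matches it to an MtN19-like protein of pea. Next came Glyma.06G295700, matched to inositol methyltransferase, with 17.7%, and Glyma.12G217400, matched to Sali3-2, with 15.6%. Glyma.13G012400, matched to an rRNA intron-encoded homing endonuclease, had 15.5%, and lies in a run of genes on chromosome 13 of which 19 exceeded the fence of extreme outliers. Glyma.07G014500 was matched to the stem 28 kDa glycoprotein, a vegetative storage protein, and had 14.7%. These genes were chosen after their values were seen, as the 5 highest ranked. Glyma.06G295700 varied from 274 to 7689.9 CPM over the 16 libraries. Mean CV exceeded the upper quartile by more than 3 interquartile ranges in 248 genes (0.69%). Of these, 61 were differentially expressed between time points. The count was 876 for log2(CPM + 1) and 509 among genes with at least 1 CPM in 4 libraries.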

There were 964 genes (2.6%) considered as moderate outliers for high mean CV. 

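The chlorophyll a/b binding gene Glyma.08G082900 was 1 of the moderate outliers and had a mean CV of 6.2%, with 4.59% at 8:00 and 7.07% at 17:00. Glyma.10G251500, the locus matched to thiamine thiazole synthase, had 7.0%, with 10.74% at 11:00 and 4.28% at 14:00. In all, 954 genes (2.6%) lay between 1.5 and 3 interquartile ranges above the upper quartile. The ranking depends on the zero of log2(TMM), which the scaling formula sets, since at the same SD a more abundant gene lies nearer 0 and has a higher CV. On other scales the count was 1707 (linear TMM), 2127 (log2(CPM + 1)) and 1684 (prior count of 0.25).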

As the lower outlier fence was below zero, no genes had a mean CV that fell below the lower outlier fence.

### 3.3 Known circadian genes

We first examined the expression of key circadian‐related genes in field‐grown soybean leaves during daylight hours (Figure 2). TIMING OF CAB EXPRESSION1 (TOC1), LATE ELONGATION HYPOCOTYL (LHY), and CIRCADIAN CLOCK ASSOCIATED1 (CCA1) are considered as universal components of the circadian clock in plants. CCA1 and LHY are transcription factors with high expression at dawn that repress genes that are more highly expressed in the evening, such as *TOC1*. *GmTOC1*,* GmLHY/CCA1‐LIKE 1* (*GmLCL1*), and *GmLCL2* are soybean circadian clock component genes with homology to *TOC1*,* LHY*, and *CCA1* genes in Arabidopsis, respectively. Thus, *GmLCL1* and *GmLCL2* also likely encode transcription factors that negatively regulate *GmTOC1* (Alabadí et al., 2001; Liu et al., 2009). *GmTOC1*,* GmLCL1*, and *GmLCL2* were DE in field‐grown soybean leaves, and their transcription patterns were consistent with their homologs in other species (Figure 2). *GmTOC1* was assigned to cluster 2, with low transcript abundance in the morning that increased sixfold by 17:00/ZT11:20. 

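TOC1 (Glyma.04G166300), an evening component of the clock, had 9.67 ± 3.50 CPM at 8:00 and 7.37 ± 2.51 CPM at 11:00 (SD, n = 4 plots). It rose to 20.7 ± 7.24 CPM at 14:00 and 50.4 ± 12.8 CPM at 17:00, a 5.3-fold increase over 8:00 that was seen in all 4 plots (log2 fold change 2.41, standard error 0.22, adjusted p = 7.35e-07 from edgeR). The increase from 14:00 to 17:00 also passed the test (log2 fold change 1.32, standard error 0.21, adjusted p = 0.000903 from edgeR).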

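The morning clock genes LCL1 (Glyma.07G048500) and LCL2 (Glyma.03G261800) were most abundant at 8:00 and fell at every later time point. LCL2 fell from 1050.0 ± 181 CPM at 8:00 to 345 ± 58.9 at 11:00, 30.2 ± 10.2 at 14:00 and 2.24 ± 0.945 at 17:00 (SD, n = 4 plots), or 484-fold by 17:00 (log2 fold change -8.92, standard error 0.31, adjusted p = 1.5e-10 from edgeR). LCL1 fell from 445 ± 188 to 16.6 ± 5.63 CPM, or 25.8-fold (log2 fold change -4.69, standard error 0.28, adjusted p = 1.19e-08 from edgeR). LCL2 was also 1 of the 10 largest falls among genes with the same direction in all 4 plots and at least 10 CPM at the higher time point. Both genes were lower at 17:00 than at 8:00 in all 4 plots.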

Transcription of *GmLCL1* and *GmLCL2* declined over the course of the day, and both of these genes were assigned to cluster 4 (Figure 2). The transcription patterns of these genes match the patterns measured for chamber‐grown soybean (Liu et al., 2009; Marcolino‐Gomes et al., 2014).

**Figure 2:**
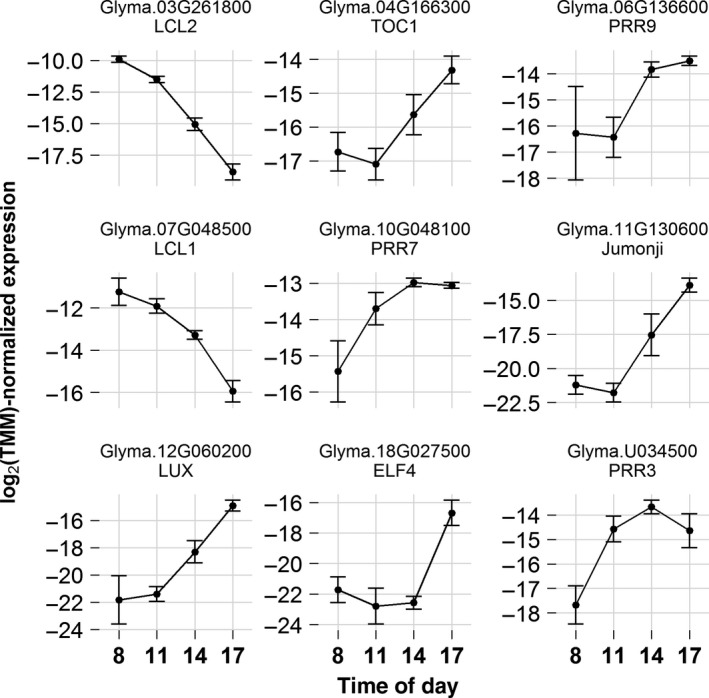
Diurnally differentially expressed circadian rhythm‐related genes in field‐grown soybean. Transcript abundance is shown as mean[log_2_(TMM)] ± *SD* for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours. *ELF4*,*EARLY FLOWERING 4*;*LCL1/2*,*LHY/CCA1‐LIKE 1*/*2*;*LUX*,*LUX ARRHYTHMO*;*PRR3/7/9*,*PSEUDO‐RESPONSE REGULATOR 3*/*7*/*9*;*TOC1*,*TIMING OF CAB EXPRESSION 1*

Expression of several other circadian‐regulated genes has been studied in chamber‐grown soybean (Marcolino‐Gomes et al., 2014). Therefore, we aimed to compare these previous findings to expression patterns from field‐grown soybean. The expression profiles of soybean genes *EARLY FLOWERING 4* (*GmELF4*), *GmJumonji*,* LUX ARRHYTHMO* (*GmLUX*), and *PSEUDO‐RESPONSE REGULATOR 3* (*GmPRR3*) from the controlled‐environment study were similar to those found in this study (Figure 2). However, *GmPRR7* and *GmPRR9* expressions stabilized or continued to increase after 14:00/ZT8:20 in the field (Figure 2), which differed from a sharp decline after 8 h of light in the chamber experiment, despite similar day lengths in the field (13:23–13:47 h) and in the chamber studies (14 h) (Marcolino‐Gomes et al., 2014). 

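The evening transcripts ELF4, Jumonji and LUX were near the lower limit of detection in the morning and rose late in the day, whereas PRR3 rose earlier. ELF4 (Glyma.18G027500) had 0.118 ± 0.0514 CPM at 14:00 and 10.6 ± 5.67 CPM at 17:00 (SD, n = 4 plots; log2 fold change 6.38, standard error 0.47, adjusted p = 9.61e-07 from edgeR). Jumonji (Glyma.11G130600) rose from 0.394 ± 0.179 CPM at 8:00 to 7.04 ± 4.74 at 14:00 and 68.3 ± 20.1 at 17:00 (log2 fold change 7.46, standard error 0.58, adjusted p = 1.33e-07 against 8:00, edgeR). LUX (Glyma.12G060200) reached 32.9 ± 8.90 CPM at 17:00 (log2 fold change 6.55, standard error 0.44, adjusted p = 3.23e-08 against 8:00, edgeR). PRR3 (Glyma.U034500) rose from 5.29 ± 3.00 CPM at 8:00 to 43.1 ± 16.0 at 11:00 and 77.3 ± 14.6 at 14:00 (log2 fold change 3.90, standard error 0.43, adjusted p = 7.06e-06 from edgeR). All 9 clock-related loci of Figure 2 were differentially expressed, and all 9 passed when adjusted over the list alone. The study chose these loci on the same samples, so the count is not independent evidence.

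**Figure D1:**
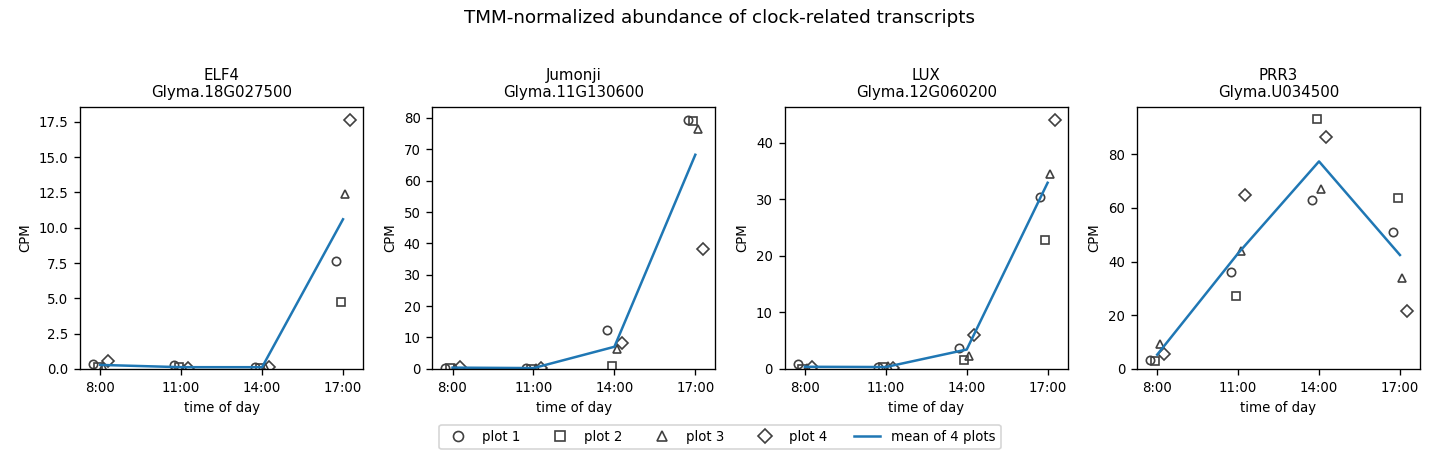
Abundance in TMM-normalized CPM (vertical axis, from 0) against time of day (horizontal axis) for ELF4, Jumonji, LUX and PRR3, with 1 symbol per plot and a line through the mean of the 4 plots. ELF4 stays near 0 until 17:00, when its mean is 10.6, whereas PRR3 has its highest mean, 77.3, at 14:00.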

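PRR7 and PRR9, pseudo-response regulators of the clock, were both higher at 14:00 and 17:00 than at 8:00. PRR7 (Glyma.10G048100) rose from 25.5 ± 13.6 CPM at 8:00 to 77.5 ± 20.8 at 11:00 and 124 ± 9.75 at 14:00 (SD, n = 4 plots; log2 fold change 2.38, standard error 0.27, adjusted p = 7.63e-06 from edgeR). At 17:00 it had 117 ± 6.25 CPM, which was not distinguishable from 14:00 (log2 fold change -0.06, standard error 0.25, adjusted p = 0.903 from edgeR). PRR9 (Glyma.06G136600) had 12.4 ± 5.76 CPM at 11:00, 69.2 ± 14.0 at 14:00 and 86.8 ± 10.6 at 17:00. Its level at 17:00 was above that at 8:00 (log2 fold change 2.48, standard error 0.48, adjusted p = 0.000568 from edgeR) but its change from 14:00 to 17:00 did not pass the test (log2 fold change 0.39, standard error 0.43, adjusted p = 0.591 from edgeR).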

*GmGIGANTEA* (*GmGI*), showed a similar difference between field and chamber experiments (Supporting information Figure S3). Despite a trend in diurnal transcription, *GmGI* was not DE in this study, which is likely the result of high variability at 8:00/ZT2:20 and its non‐normal distribution of residual error, which required analysis with the lower power, nonparametric test. 

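GIGANTEA (Glyma.20G170000) had 23.4 ± 15.2 CPM at 8:00, 71.4 ± 26.8 at 11:00, 125 ± 13.3 at 14:00 and 122 ± 8.24 at 17:00 (SD, n = 4 plots). The rise from 8:00 to 17:00 was 6.17-fold (log2 fold change 2.62, standard error 0.42, adjusted p = 0.000125 from edgeR), in all 4 plots, and the test over all time points gave an adjusted p of 0.000494 (edgeR). ZEITLUPE (Glyma.09G056100), the other clock-related locus of Supporting information Figure S3, fell from 66.2 ± 12.8 CPM at 8:00 to 34.0 ± 2.81 at 14:00 (log2 fold change -0.96, standard error 0.17, adjusted p = 0.000454 from edgeR). This change stayed under the fold threshold of 1, but passed it with DESeq2 size factors, with DESeq2's test and without replicate 3 (largest log2 fold changes 1.002, 1.002 and 1.16).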

CV was also significantly different among time points for *GmGI* (Supporting information Dataset S1). In rice, *GI* was sensitive to temperature only during part of the diurnal cycle (Nagano et al., 2012); this differential sensitivity to environmental conditions could also influence the variability observed among time points for *GmGI*. Stresses such as drought may alter circadian‐regulated gene expression (Marcolino‐Gomes et al., 2014), and soybeans often encounter drought in the field. However, the expression of these circadian‐regulated genes (*GmPRR7*,* GmPRR9*, and *GmGI*) in the field did not match the patterns seen under growth chamber drought conditions. Thus, it is possible that diurnal gene regulation also depends on factors unique to field conditions that are not present in highly controlled environments. These results suggest that transcriptomic analyses conducted on soybeans grown in controlled environments may not fully represent the expression patterns of field‐grown soybean.

### 3.4 Photosynthesis: light absorption

Light absorption by chlorophyll is the first step in photosynthesis. GO terms for chlorophyll binding, chlorophyll catabolic processes, and chlorophyll biosynthetic processes were all significantly overrepresented in cluster 4, which included the most highly transcribed genes with diurnally decreasing transcription, so we further examined gene expression changes in the pathway for chlorophyll synthesis. Diurnal regulation of chlorophyll biosynthesis is light‐dependent and likely mediated by phytochrome signaling pathways (Ilag, Kumar, & Söll, 1994; Reinbothe & Reinbothe, 1996). The first steps of the pathway are common to synthesis of all tetrapyrroles (chlorophyll, heme, and siroheme). 

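Porphobilinogen deaminase, uroporphyrinogen III synthase and coproporphyrinogen III oxidase act in succession towards protoporphyrin IX, and each of the 3 loci shown for them rose during the day. The deaminase gene (Glyma.11G094700) rose from 14.4 ± 1.62 CPM at 8:00 to 30.3 ± 6.16 at 17:00 (SD, n = 4 plots; log2 fold change 1.06, standard error 0.16, adjusted p = 6.25e-05 from edgeR). The synthase gene (Glyma.06G037300) rose from 2.35 ± 0.678 to 7.97 ± 1.85 CPM (log2 fold change 1.78, standard error 0.23, adjusted p = 2.11e-05 from edgeR). The oxidase gene (Glyma.04G192800) rose from 4.86 ± 2.43 CPM to 16.4 ± 0.776 at 14:00 (log2 fold change 1.83, standard error 0.23, adjusted p = 2.48e-05 from edgeR) and had 14.6 ± 0.923 CPM at 17:00. The deaminase gene fell below the fold threshold without replicate 2 and without replicate 3 (log2 fold changes 0.996 and 0.94). All 27 tetrapyrrole and chlorophyll loci of Figure 3 were differentially expressed, 27 also when adjusted over the list alone. The study chose these loci on the same samples, so the count is not independent evidence.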

Most of the DE genes in this portion of the pathway, including genes encoding porphobilinogen deaminase, uroporphyrinogen III synthase, and coproporphyrinogen III oxidase, were upregulated as the day progressed (Figure 3), which coincided with increases in total chlorophyll and chlorophylls *a* and *b* throughout the day (Figure 4a–c). However, the highly transcribed genes for glutamyl‐tRNA reductase (GluTR), the rate‐limiting enzyme for tetrapyrrole biosynthesis, showed a large decline in expression at 17:00/ZT11:20 compared to 8:00/ZT2:20 (Figure 3). 

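All 3 loci shown for glutamyl-tRNA reductase fell between 8:00 and 17:00. Glyma.02G218300 fell from 244 ± 36.1 to 34.7 ± 14.9 CPM (SD, n = 4 plots), 7.58-fold (log2 fold change -2.92, standard error 0.21, adjusted p = 5.47e-08 from edgeR). Glyma.14G185700 had 119.7 ± 28.2 CPM at 8:00, 117 ± 40.7 at 14:00 and 57.5 ± 21.0 at 17:00 (log2 fold change -1.12, standard error 0.15, adjusted p = 2.43e-05 against 8:00, edgeR). The third, Glyma.07G184700, was far less abundant, with 5.30 ± 1.57 CPM at 8:00 and its lowest level, 2.35 ± 0.595 CPM, at 14:00 (log2 fold change -1.17, standard error 0.19, adjusted p = 0.000182 from edgeR). Glyma.14G185700 also differed between plots (adjusted p = 0.00186, edgeR).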

Circadian studies of chlorophyll gene expression in Arabidopsis have shown a rapid increase in GluTR transcripts occurring within 3 h of illumination and declining during the second half of the day under constant light intensity (Matsumoto, Obayashi, Sasaki‐Sekimoto, Ohta, & Takamiya, 2004), supporting other reports of light‐induced expression of genes encoding GluTR (Tanaka et al., 1996). While we did not see the same initial increase in expression in this study, it is possible that GluTR transcript levels had already peaked at or around the first measurement of the day (8:00/ZT2:20), which was approximately 2 h after sunrise, despite light intensity peaking around 13:00.

**Figure 3:**
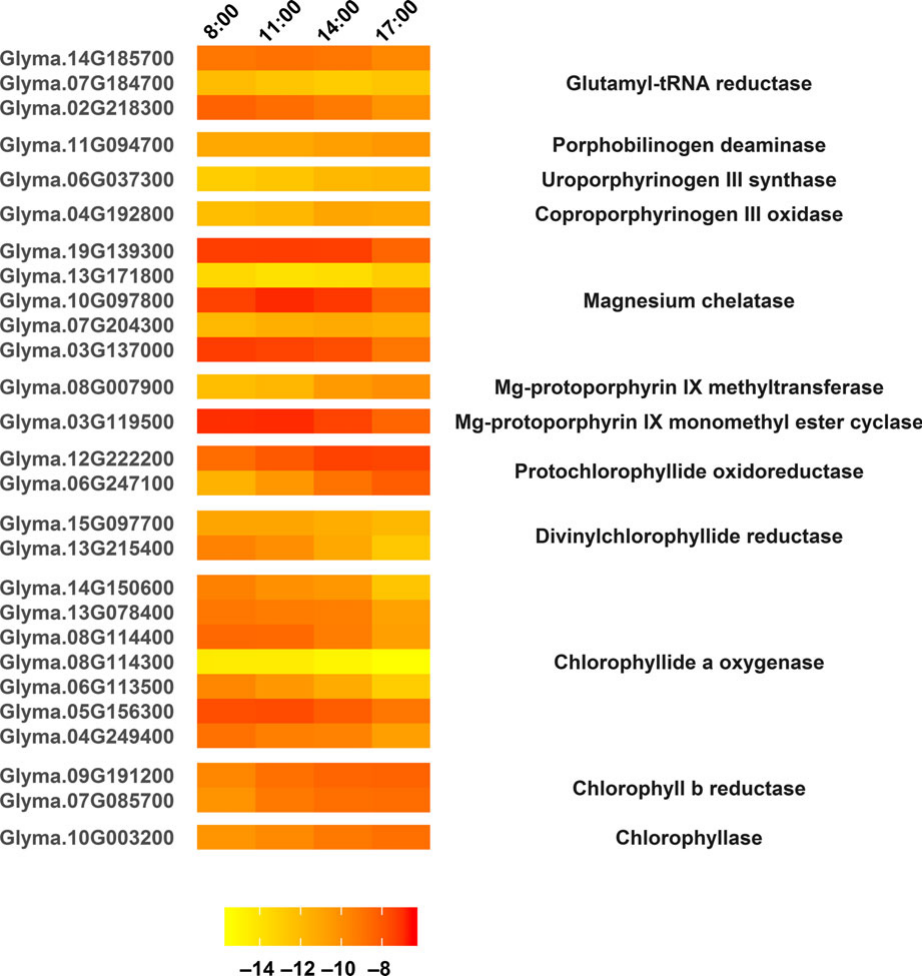
Diurnally differentially expressed genes within the chlorophyll biosynthetic pathway in field‐grown soybean. Gene loci are listed on the left, and the corresponding enzymes are listed on the right. Expression values [log_2_(TMM)] are shown (yellow = low expression, red = high expression) for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours

**Figure 4:**
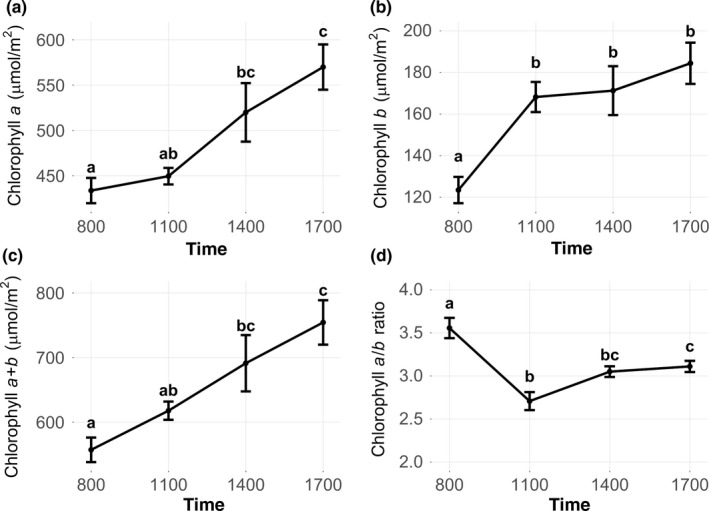
Diurnal chlorophyll contents and *a*/*b* ratios of field‐grown soybean. (a) Chlorophyll *a*, (b) chlorophyll *b*, (c) total chlorophyll content, and (d) chlorophyll *a*/*b* ratios were measured at four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] during daylight hours in leaves from field‐grown soybean on DOY 228 in 2013. Values represent the means ± *SD* errors (*n* = 10). Different letters within panels represent significant differences (*p *<* *0.05)

The insertion of Mg^2+^ into the protoporphyrin ring by magnesium chelatase (MgCh) is the first step in the chlorophyll‐specific branch of chlorophyll synthesis. This enzyme contains three subunits which are encoded by several genes, the expression patterns of which varied during daylight hours (Figure 3). 

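Of 5 magnesium chelatase loci, the 3 abundant ones were lower at 17:00 than at 8:00, 1 was higher and 1 did not pass the test. Glyma.03G137000 fell from 713 ± 128 to 118 ± 55.3 CPM (SD, n = 4 plots; log2 fold change -2.73, standard error 0.24, adjusted p = 4.52e-07 from edgeR). Glyma.19G139300 had 692 ± 60.6 CPM at 8:00 and 224 ± 115 at 17:00 (log2 fold change -1.81, standard error 0.25, adjusted p = 3.71e-05 from edgeR). Glyma.10G097800 first rose from 622 ± 167 to 1035 ± 200.2 CPM at 11:00 (log2 fold change 0.74, standard error 0.22, adjusted p = 0.0242 from edgeR) and then fell to 230.2 ± 92.2 CPM. The rarer Glyma.07G204300 rose to 13.2 ± 3.09 CPM at 14:00 (log2 fold change 1.06, standard error 0.17, adjusted p = 0.00023 from edgeR), and Glyma.13G171800 had 1.32 ± 0.592 CPM at 8:00 and 2.30 ± 1.22 at 17:00 (log2 fold change 0.79, standard error 0.32, adjusted p = 0.0512 from edgeR). The call over all time points was lost for Glyma.13G171800 without replicate 4 (adjusted p = 0.0539, edgeR) and for Glyma.07G204300 without replicate 1 or 2, when its log2 fold change was 0.99 or 0.92.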

Gene expression varies among MgCh subunits in Arabidopsis, which may be due to involvement of different subunits in different roles in binding protoporphyrin and signaling of the chlorophyll synthesis pathway (Matsumoto et al., 2004) and roles of specific subunits in other processes, such as abscisic acid (ABA) signaling (Du et al., 2012). 

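The gene for Mg-protoporphyrin IX methyltransferase (Glyma.08G007900) rose from 4.56 ± 2.09 CPM at 8:00 to 26.3 ± 12.0 at 14:00 and 43.6 ± 19.9 at 17:00 (SD, n = 4 plots), 9.6-fold over the day (log2 fold change 3.26, standard error 0.24, adjusted p = 7.04e-08 from edgeR). Of the 2 loci for protochlorophyllide oxidoreductase, which makes chlorophyllide in light, Glyma.06G247100 rose from 8.94 ± 4.15 to 291 ± 74.8 CPM (log2 fold change 5.00, standard error 0.54, adjusted p = 2.96e-06 from edgeR). The other, Glyma.12G222200, had 175 ± 62.8 CPM at 8:00, 621 ± 241 at 14:00 and 570.0 ± 121 at 17:00. It was higher at 17:00 than at 8:00 (log2 fold change 1.74, standard error 0.17, adjusted p = 1.15e-06 from edgeR), and its values at 14:00 and 17:00 were not distinguishable (adjusted p = 0.816, edgeR).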

For field‐grown soybean, expression of genes encoding successive enzymes in the chlorophyll branch [Mg‐protoporphyrin IX methyltransferase (MgMT) and protochlorophyllide oxidoreductase (POR)] increased as the day progressed, and transcript abundance was highest at 17:00/ZT11:20 (Figure 3). Although the four time points in this study may not capture the true peaks of transcription for most genes, it is likely that peak transcript abundance for MgMT and POR occurred between 14:00/ZT8:20 and 17:00/ZT11:20, which was consistent with POR expression in chamber‐grown Arabidopsis (Matsumoto et al., 2004). However, in chamber‐grown Arabidopsis, MgMT transcription peaks at midday. This pattern of transcription is unlikely to have occurred in the field‐grown plants, with solar midday at approximately 13:00 CDT, considering that the highest transcript abundance was measured at 17:00/ZT11:20, followed by 14:00/ZT8:20. Measured transcript abundance of the genes for Mg‐protoporphyrin IX monomethyl ester cyclase and divinyl chlorophyllide reductase was highest around 11:00/ZT5:20 and declined later in the day (Figure 3) as was seen in Arabidopsis (Matsumoto et al., 2004).

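Transcripts of Mg-protoporphyrin IX monomethyl ester cyclase and divinyl chlorophyllide reductase were lower at 14:00 and at 17:00 than at 8:00. The cyclase gene (Glyma.03G119500) had 952 ± 190.2 CPM at 8:00 and 1017 ± 251 at 11:00 (SD, n = 4 plots), which were not distinguishable (adjusted p = 0.727, edgeR), and fell to 226 ± 69.9 CPM at 17:00 (log2 fold change -2.12, standard error 0.15, adjusted p = 5.21e-08 against 8:00, edgeR). The reductase gene Glyma.13G215400 fell from 75.5 ± 11.2 CPM at 8:00 to 44.7 ± 17.5 at 11:00 and 3.03 ± 0.603 at 17:00, 25.6-fold (log2 fold change -4.68, standard error 0.25, adjusted p = 3.6e-09 from edgeR). Its second locus, Glyma.15G097700, had 16.8 ± 3.88 CPM at 8:00, 16.8 ± 6.40 at 11:00 and 6.61 ± 1.85 at 17:00 (log2 fold change -1.36, standard error 0.15, adjusted p = 3.21e-06 against 8:00, edgeR). Neither reductase locus had its highest mean at 11:00, around which the paper places the highest abundance.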

The final steps of chlorophyll synthesis constitute the chlorophyll cycle (Tanaka & Tanaka, 2007), in which chlorophylls *a* and *b* are interconverted by three enzymes, chlorophyllide *a* oxygenase (CAO), chlorophyll *b* reductase (CBR), and 7‐hydroxymethyl chlorophyll *a* reductase. This cycle serves to adjust the chlorophyll *a* to chlorophyll *b* ratio, which is thought to regulate light harvesting complex size and degradation (Tanaka, Kobayashi, & Masuda, 2011). CAO is putatively encoded by four genes in soybean and CBR by two genes in soybean [Phytozome (http://www.phytozome.net/soybean.php)], and the transcription of all of these decreased steadily from 8:00/ZT2:20 to 14:00/ZT8:20. 

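Chlorophyllide a oxygenase (CAO) and chlorophyll b reductase (CBR) convert chlorophyll a to b and back, and their transcripts moved in opposite directions. All 7 CAO loci shown in Figure 3 were lower at 17:00 than at 8:00, and 5 were lower at 14:00. Glyma.08G114400 fell from 204 ± 29.1 to 20.8 ± 4.85 CPM (SD, n = 4 plots; log2 fold change -3.31, standard error 0.16, adjusted p = 2.01e-09 from edgeR), and Glyma.06G113500 from 60.4 ± 13.8 to 2.31 ± 0.626 CPM (log2 fold change -4.73, standard error 0.28, adjusted p = 8.96e-09 from edgeR). The most abundant, Glyma.05G156300, had 462 ± 112 CPM at 8:00, 495 ± 108 at 11:00 and 114 ± 14.7 at 17:00 (log2 fold change -1.98, standard error 0.18, adjusted p = 7.57e-07 against 8:00, edgeR). Both CBR loci rose. Glyma.07G085700 rose from 36.4 ± 11.1 to 172 ± 44.9 CPM (log2 fold change 2.24, standard error 0.16, adjusted p = 7.12e-08 from edgeR), and Glyma.09G191200 from 60.7 ± 24.7 to 241 ± 64.5 CPM (log2 fold change 2.04, standard error 0.19, adjusted p = 8.96e-07 from edgeR). Glyma.08G114400 and its neighbour Glyma.08G114300, another CAO locus, are possible copies whose reads the counting could split, so their levels are uncertain, and the call of Glyma.08G114300 was lost without replicate 1 (adjusted p = 0.0958, edgeR).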

As with GluTR, rapid increases in Arabidopsis CAO gene expression occur during the first 3 h of illumination (Matsumoto et al., 2004), so it is possible that CAO gene expression was highest at the 8:00/ZT2:20 measurement in this study. Transcription of the gene for chlorophyllase (Glyma.10G003200), which removes the phytol chain from chlorophyll *a* to form chlorophyllide *a* in the first step of chlorophyll catabolism, increased during daylight hours (Figure 3, Supporting information Dataset S1), but this enzyme may also be posttranslationally regulated (Harpaz‐Saad et al., 2007).

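The chlorophyllase gene Glyma.10G003200 rose from 33.6 ± 11.6 CPM at 8:00 to 54.5 ± 13.9 at 11:00, 109 ± 18.1 at 14:00 and 150.3 ± 19.7 at 17:00 (SD, n = 4 plots). The increase over the day was 4.68-fold, in all 4 plots (log2 fold change 2.23, standard error 0.20, adjusted p = 4.12e-07 from edgeR). Each later time point differed from 8:00, with an adjusted p of 0.0118 at 11:00 and 6.83e-06 at 14:00 (edgeR).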

Since several genes in the chlorophyll biosynthesis pathway showed diurnal expression patterns (Figure 3) and chlorophyll content fluctuates on diurnal and circadian cycles in some plant species (Bukatsch & Rudolph, 1963), we measured diurnal chlorophyll content and *a*/*b* ratios in field‐grown soybean, albeit not from the same plants used for RNA‐seq analyses (Figure 4). Diurnal PPFD for the day on which chlorophyll was measured was similar to the days on which RNA samples were collected (Supporting information Figures S1, S4), with the exception of some possible cloud cover at 14:00/ZT8:20 on the chlorophyll sampling day. This lowered PPFD to approximately 750 μmol m^−2^ s^−1^ at 14:00/ZT8:20 on the chlorophyll sampling date, as compared to an average of approximately 1500 μmol m^−2^ s^−1^ at 14:00/ZT8:20 for the RNA sampling dates. Total chlorophyll content increased throughout the course of the day (Figure 4c). While both chlorophylls *a* and *b* increased from 8:00/ZT2:20 to 17:00/ZT11:20, the increase in total chlorophyll from 8:00/ZT2:20 to 11:00/ZT5:20 was largely due to an increase in chlorophyll *b* (Figure 4b), whereas total chlorophyll increased between later time points mostly due to an increase in chlorophyll *a* (Figure 4a). Thus, the chlorophyll *a*/*b* ratio changed significantly throughout the day, with a reduction occurring between 8:00/ZT2:20 and 11:00/ZT5:20 followed by a slight increase during the afternoon (Figure 4d). This pattern in soybean was similar to diurnal chlorophyll *a*/*b* ratios in wheat (*Triticum aestivum*; Busheva et al., 1991). While an earlier study reports no significant diurnal changes in total leaf chlorophyll content of soybean plants grown in greenhouses (Wickliff & Aronoff, 1962), a more recent study conducted in environmental growth chambers shows chlorophylls *a* and *b* in soybean leaves declining early during the light period and increasing after 4–8 h of illumination (Pan et al., 2015). Thus, by experiencing natural light conditions in the field, which are typically more intense and more varied than in growth chambers, soybean leaves in this study exhibited largely different patterns in diurnal chlorophyll content. These differing environmental conditions may also explain why gene expression was altered in our study compared to previous research in some chlorophyll synthesis‐related genes, as the natural fluctuations in light intensity and/or quality in the field may regulate expression differently compared to the timed, typically flat light regimes used in controlled environments.

Diurnal changes in chlorophyll content and *a*/*b* ratios did not always align with the expression patterns of genes involved in chlorophyll biosynthesis. While this may partially be due to environmental conditions on the different sampling dates (Supporting information Figures S1, S4), it is also likely due to the posttranslational regulation of key enzymes. While total chlorophyll increased throughout the day (Figure 4c), GluTR transcripts decreased (Figure 3). However, previous research shows no correlation between GluTR protein abundance and chlorophyll synthesis (Nogaj, Srivastava, van Lis, & Beale, 2005). Instead, GluTR activity is negatively regulated by accumulation of pathway products, such as hemes, Mg‐based rings, and divinyl protochlorophyllide *a* (Tanaka & Tanaka, 2007). In the present study, decreased CAO gene expression (Figure 3) was associated with a plateau in chlorophyll *b* content during the later three time points of daylight hours (Figure 4b), but evidence suggests that CAO's regulatory mechanisms are primarily posttranscriptional (Tanaka & Tanaka, 2011), so decreasing the transcription of CAO genes may not directly cause the shifts in chlorophyll *a*/*b* ratios of newly synthesized pigment. However, while posttranslational regulation may be a key for fine‐tuning rates of chlorophyll‐associated protein synthesis, the clear diurnal and circadian patterns associated with these genes indicate a role for diurnal regulation of transcription, even if the function is only to ensure sufficient protein levels for later fine‐tuning via posttranslational control.

### 3.5 Photosynthesis: energy transfer and electron transport

Chlorophyll *a*/*b* binding proteins have diurnal transcription fluctuations in several species that tend to peak around midday (Martino‐Catt & Ort, 1992; Meyer, Thienel, & Piechulla, 1989). In field‐grown soybean, most genes encoding chlorophyll binding proteins showed lowest transcript abundance at 8:00/ZT2:20, with expression increasing throughout the day or peaking in the afternoon (Figure 5). This increase could be related to the concurrently increasing gene expression of many components of the chlorophyll synthesis pathway, including MgMT and POR (Figure 3), and increased chlorophyll content in leaves throughout the day (Figure 4c).

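Of 22 chlorophyll a/b binding protein loci in Figure 5, which encode light-harvesting antenna proteins, 21 were differentially expressed, 15 had their lowest mean at 8:00, and at 17:00 13 were higher than at 8:00, 4 lower and 5 did not pass the test. The highest mean fell at 8:00 in 3 loci, at 11:00 in 7, at 14:00 in 8 and at 17:00 in 4. Glyma.01G115900 rose from 343 ± 209 to 1474 ± 395 CPM (SD, n = 4 plots; log2 fold change 2.25, standard error 0.21, adjusted p = 6.8e-07 from edgeR). Glyma.05G128000 had 1906 ± 746 CPM at 8:00, 5944 ± 2571 at 14:00 and 3409.6 ± 1264 at 17:00 (log2 fold change 1.62, standard error 0.18, adjusted p = 6.67e-06 at 14:00 against 8:00, edgeR). Glyma.08G082900 was back at 2746 ± 917 CPM by 17:00, against 3033 ± 855 at 8:00 (log2 fold change -0.19, standard error 0.18, adjusted p = 0.407 from edgeR). Glyma.18G248900 fell from 38.2 ± 13.8 to 8.50 ± 3.15 CPM (log2 fold change -2.14, standard error 0.27, adjusted p = 1.57e-05 from edgeR). When adjusted over the list alone 21 of the 22 passed. The study chose these loci on the same samples, so the count is not independent evidence. Calls of 7 loci were lost with no replicate block, for example Glyma.08G074000 (adjusted p = 0.221, edgeR), and leaving out 1 replicate ended those of Glyma.16G165800, Glyma.02G080800 and Glyma.05G119000 (without 1 or 3), Glyma.16G165500 (without 1) and Glyma.12G219300 (without 4), while the gene-wise linear model on log2(TMM) also lost Glyma.16G165800 and Glyma.02G080800, and DESeq2's test Glyma.16G165800. Glyma.16G165800 averaged 6.89 ± 2.40 CPM in plot 4 and at least 64.6 ± 22.1 CPM in each other plot (SD, 4 time points), and the possible copies Glyma.16G165200, Glyma.16G165500 and Glyma.16G165800 can share reads.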

**Figure 5:**
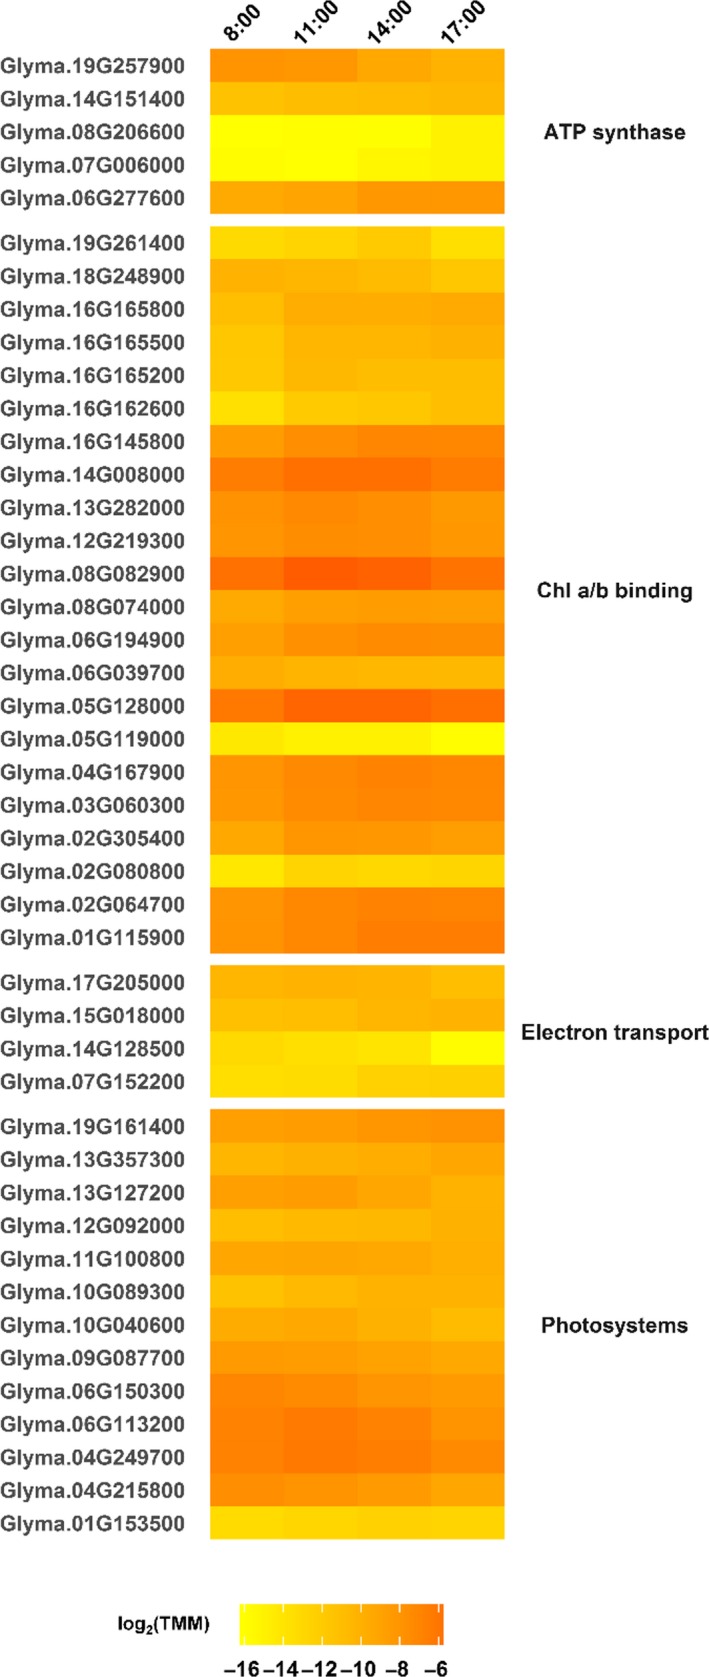
Diurnally differentially expressed genes related to photosynthetic energy transfer and electron transport in field‐grown soybean. Gene loci are listed on the left, and the corresponding protein functions are listed on the right. Expression values [log_2_(TMM)] are shown (yellow = low expression, red = high expression) for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours

Transcription of photosystem (PS)‐related genes showed three distinct patterns. 

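The 13 photosystem loci of Figure 5 were all differentially expressed, and their highest mean fell at 8:00 in 3, at 11:00 in 5, at 14:00 in 1 and at 17:00 in 4. Glyma.06G113200 rose from 1060.3 ± 141 to 1827 ± 396 CPM at 11:00 (SD, n = 4 plots; log2 fold change 0.78, standard error 0.18, adjusted p = 0.00633 from edgeR) and had 384 ± 119 CPM at 17:00. Glyma.04G249700 likewise rose from 1083 ± 189.8 to 1896 ± 327 CPM (log2 fold change 0.82, standard error 0.17, adjusted p = 0.00345 from edgeR) and was down to 678 ± 123 CPM at 17:00. Glyma.11G100800 fell below the fold threshold without replicate 4 (largest log2 fold change 0.91). All 13 passed when adjusted over the list alone. The study chose these loci on the same samples, so the count is not independent evidence.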

The most common pattern was low expression early and late in the day, with transcript abundance highest at either 11:00/ZT5:20 or 14:00/ZT8:20 (Figure 5). All of the genes with this pattern encoded proteins associated with PSII, including PsbD (or D2; Glyma.01G153500) and Psb28 (or PsbW; Glyma.10G040600, Glyma.13G127200). 

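PsbD (Glyma.01G153500), a core protein of photosystem II, had 1.87 ± 0.352 CPM at 8:00, 2.64 ± 0.610 at 11:00, 4.12 ± 2.03 at 14:00 and 3.09 ± 1.13 at 17:00 (SD, n = 4 plots). Only its rise to 14:00 passed the test against 8:00 (log2 fold change 1.05, standard error 0.27, adjusted p = 0.00576 from edgeR). At 14:00 plot 2 had 6.76 CPM, against 2.18 to 4.62 CPM in the other plots. PsbD also serves below as a marker of RNA that poly-A selection should remove. How much such RNA adds to its low counts was not tested. The Psb28 gene Glyma.13G127200 had 157 ± 28.7 CPM at 8:00 and 188 ± 46.6 at 11:00, which were not distinguishable (adjusted p = 0.257, edgeR), and fell to 41.4 ± 11.9 CPM at 17:00 (log2 fold change -1.96, standard error 0.14, adjusted p = 6.88e-08 from edgeR). Glyma.10G040600, the other Psb28 gene, had 68.5 ± 15.1 CPM at 8:00 and 21.2 ± 5.65 at 17:00 (log2 fold change -1.70, standard error 0.13, adjusted p = 1.47e-07 from edgeR). Its mean log2(TMM) was highest at 11:00, at -13.61, against -13.87 at 8:00. The call of PsbD was lost without replicate 2 or 3 (adjusted p = 0.199 and 0.119, edgeR), with no replicate block (adjusted p = 0.0713, edgeR) and in the gene-wise linear model on log2(TMM) (adjusted p = 0.052).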

In wheat and Arabidopsis, *PsbD* shows similar circadian transcription patterns, with peak expression occurring during midday (Nakahira, Baba, Yoneda, Shiina, & Toyoshima, 1998; Noordally et al., 2013). While Psb28 is involved in PSII synthesis and assembly (Bečková et al., 2017; Dobakova, Sobotka, Tichy, & Komenda, 2008), it may also affect chlorophyll synthesis, which we found to change diurnally (Figure 4), and D1 synthesis (Dobakova et al., 2008; Mabbitt, Wilbanks, & Eaton‐Rye, 2014). The next most common transcription pattern for PS‐related genes was an increase in expression throughout the day (Figure 5), which included genes related to both PSI and PSII. 

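Photosystem loci that rose to their highest mean at 17:00 numbered 4. Glyma.19G161400 rose from 160.0 ± 15.2 to 389 ± 50.02 CPM (SD, n = 4 plots; log2 fold change 1.28, standard error 0.16, adjusted p = 1.04e-05 from edgeR). Glyma.10G089300 rose from 12.3 ± 10.0 to 40.2 ± 18.3 CPM (log2 fold change 1.84, standard error 0.23, adjusted p = 1.48e-05 from edgeR). Glyma.12G092000, matched to photosystem I subunit O of Arabidopsis thaliana in Dataset S1, rose from 17.3 ± 6.51 to 44.5 ± 28.9 CPM (log2 fold change 1.17, standard error 0.21, adjusted p = 0.000315 from edgeR), and Glyma.13G357300 from 32.0 ± 12.4 to 93.6 ± 48.6 CPM (log2 fold change 1.46, standard error 0.21, adjusted p = 4.18e-05 from edgeR). Glyma.10G089300 and the last 2 differed between plots as well (adjusted p = 0.00259, 0.000442 and 0.0011, edgeR), and the calls of the last 2 were lost with no replicate block (adjusted p = 0.218 and 0.0772, edgeR), that of Glyma.12G092000 also without replicate 2 (largest log2 fold change 0.94).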

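PsaK (Glyma.09G087700), a subunit of photosystem I, fell from 238 ± 93.4 CPM at 8:00 to 137 ± 55.9 at 14:00 and 83.7 ± 29.3 at 17:00 (SD, n = 4 plots; log2 fold change -1.48, standard error 0.14, adjusted p = 1.05e-06 from edgeR). Glyma.04G215800 fell more steeply, from 526 ± 159.9 to 93.3 ± 22.5 CPM (log2 fold change -2.48, standard error 0.14, adjusted p = 6.84e-09 from edgeR), and Glyma.06G150300 from 871 ± 298 to 222 ± 66.7 CPM (log2 fold change -1.94, standard error 0.14, adjusted p = 4.65e-08 from edgeR). These 3 photosystem loci had their highest mean at 8:00. All of them also differed between plots, with adjusted p values of 0.00108, 0.00275 and 0.000853 (edgeR).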

The least common pattern was a decline in expression throughout the day (Figure 5), which was seen in the gene encoding PsaK (Glyma.09G087700), which may facilitate the interaction between light harvesting complex I and PSI (Jensen, Gilpin, Jurgen, & Scheller, 2000).

Expression of DEs related to other proteins and enzymes involved with electron transport and ATP synthase varied over the course of the day (Figure 5). Three of the four genes related to electron transport were involved with iron ion binding (Glyma.14G128500, Glyma.15G018000, Glyma.17G205000), but expression patterns differed for each gene.

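Among the electron transport loci, Glyma.15G018000 rose from 14.3 ± 1.88 to 38.6 ± 7.69 CPM (SD, n = 4 plots; log2 fold change 1.42, standard error 0.15, adjusted p = 3.52e-06 from edgeR). Glyma.14G128500 fell from 2.16 ± 0.832 to 0.0974 ± 0.100 CPM (log2 fold change -4.37, standard error 0.66, adjusted p = 7.37e-05 from edgeR). Glyma.17G205000 had 31.9 ± 6.36 CPM at 8:00, 40.6 ± 3.57 at 11:00 and 16.3 ± 4.93 at 17:00 (log2 fold change -0.98, standard error 0.15, adjusted p = 9.98e-05 against 8:00, edgeR). Of 5 ATP synthase loci, 3 were higher and 1 lower at 17:00 than at 8:00. Glyma.06G277600 rose from 76.2 ± 38.3 to 284 ± 32.9 CPM (log2 fold change 2.00, standard error 0.26, adjusted p = 1.75e-05 from edgeR) and Glyma.19G257900 fell from 341 ± 47.6 to 40.8 ± 6.25 CPM (log2 fold change -3.04, standard error 0.19, adjusted p = 1.78e-08 from edgeR). Of the 3 higher loci, Glyma.08G206600, the rarest, lost its call without replicate 3 or 4 (adjusted p = 0.0554 and 0.0799, edgeR), and Glyma.14G151400 fell below the fold threshold without replicate 4 (largest log2 fold change 0.98).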

### 3.6 Photosynthesis: C_3_ cycle

Key steps in the C_3_ cycle are catalyzed by the enzymes ribulose 1,5‐bisphosphate carboxylase/oxygenase (Rubisco), fructose 1,6‐bisphosphatase (FBPase), sedoheptulose 1,7‐bisphosphatase (SBPase), and phosphoribulokinase (PRK). Rubisco proteins are expected to have a half‐life of days, so diurnal transcriptional changes likely would not have much impact on protein abundance. Accordingly, none of the Rubisco small subunit‐encoding genes were DE in our analysis. 

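The Rubisco small chain locus Glyma.13G046200, named by its match in Dataset S1 and chosen after its values were seen, was among the most abundant transcripts, with 9764 ± 1540.2 CPM at 8:00, 11519.8 ± 3754 at 11:00, 7093 ± 2317 at 14:00 and 6052 ± 1636 at 17:00 (SD, n = 4 plots). It was lower at 17:00 than at 8:00 (log2 fold change -0.72, standard error 0.17, adjusted p = 0.003 from edgeR), a change smaller than the fold threshold of 1 when measured against 8:00. The largest difference between 2 of its time points was 0.91 on the log2 scale, so it was not called. Other small subunit loci are not named in the part of Dataset S1 used here and were not analysed here.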

Because poly‐A selection was performed on total RNA prior to RNA‐seq library construction, transcription of the chloroplast‐located Rubisco large subunit genes was not measured in our study. However, transcription of genes that encode Rubisco large subunit binding proteins (Glyma.11G195900, Glyma.15G250500, Glyma.20G019400) increased during the morning were highest at 14:00/ZT8:20 and then declined at 17:00/ZT11:20 (Figure 6). These binding proteins are involved in Rubisco holoenzyme assembly (Gutteridge & Gatenby, 1995), so their diurnal transcription could indicate a role for Rubisco complex assembly in diurnal adjustment of CO_2_ fixation capacity, as incident light levels often drop below photosynthetic saturation by 17:00/ZT11:20. 

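All 3 Rubisco large subunit binding protein loci, which encode chaperonins of Rubisco assembly, rose to a highest mean at 14:00. Glyma.15G250500 rose from 78.6 ± 10.1 CPM at 8:00 to 230.8 ± 58.3 at 11:00 and 298 ± 38.8 at 14:00 (SD, n = 4 plots; log2 fold change 1.91, standard error 0.19, adjusted p = 2.79e-06 from edgeR), and had 209 ± 34.3 CPM at 17:00 (adjusted p = 0.0896 against 14:00, edgeR). Glyma.11G195900 rose from 121 ± 8.11 to 315 ± 57.7 CPM (log2 fold change 1.36, standard error 0.20, adjusted p = 9.26e-05 from edgeR), and its change to 250.0 ± 72.9 CPM at 17:00 did not pass the test (adjusted p = 0.288, edgeR). The rarer Glyma.20G019400 rose from 2.42 ± 0.622 to 5.19 ± 0.265 CPM (log2 fold change 1.12, standard error 0.18, adjusted p = 0.000196 from edgeR), and its largest log2 fold change was 0.97 without replicate 2, below the fold threshold.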

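All 6 Rubisco activase loci were lower at 14:00 and at 17:00 than at 8:00, and their highest mean fell at 8:00 in 3 and at 11:00 in 3. Of the 2 most abundant, Glyma.11G221000 had 16342 ± 4888 CPM at 8:00, 15098 ± 4133 at 11:00, 3855 ± 1167 at 14:00 and 539 ± 118 at 17:00 (SD, n = 4 plots), a 29.6-fold decrease by 17:00 (log2 fold change -4.89, standard error 0.22, adjusted p = 7.98e-10 from edgeR). Glyma.18G036400 fell from 16118 ± 5224 to 1129 ± 195 CPM (log2 fold change -3.78, standard error 0.20, adjusted p = 3.75e-09 from edgeR). Glyma.14G067000 fell from 929 ± 211 to 80.2 ± 15.5 CPM (log2 fold change -3.49, standard error 0.21, adjusted p = 1.11e-08 from edgeR) and Glyma.02G249600 from 2018 ± 422 to 542 ± 80.1 CPM (log2 fold change -1.88, standard error 0.16, adjusted p = 3.62e-07 from edgeR). Glyma.11G221000 and Glyma.18G036400 are possible copies that can share reads, so the split between them is uncertain.

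**Figure D2:**
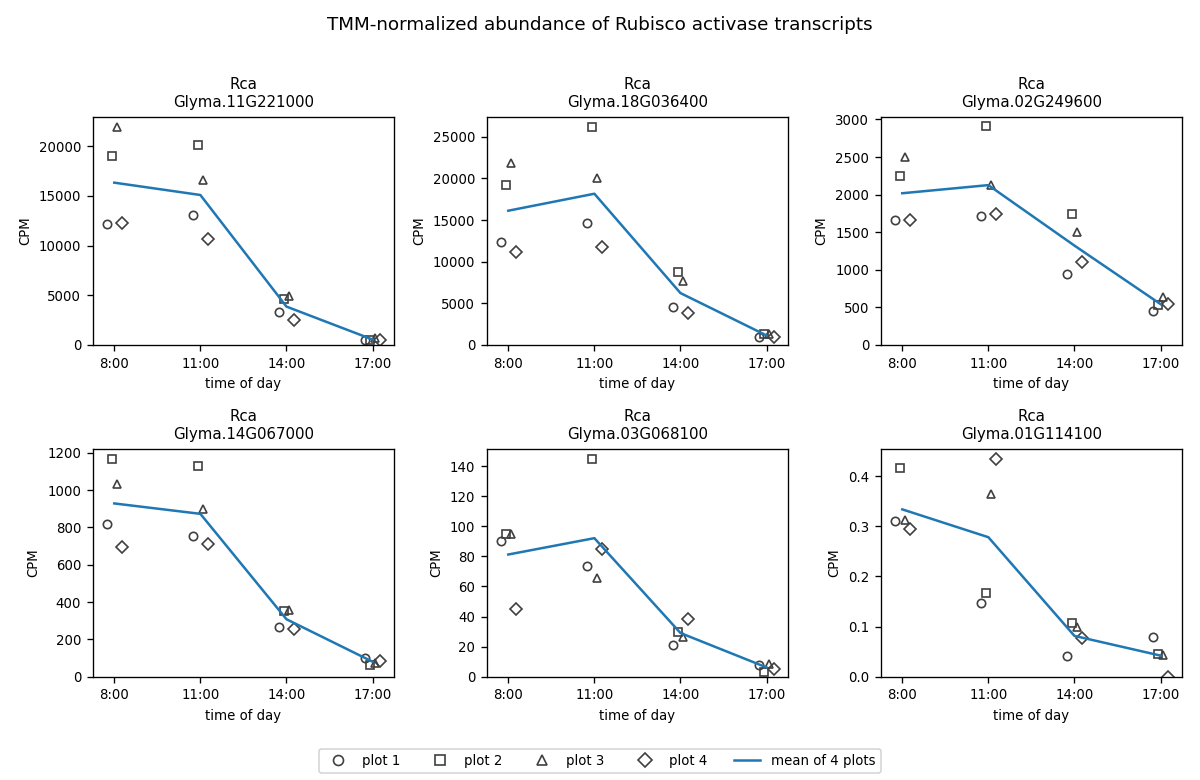
Abundance of the Rubisco activase loci in TMM-normalized CPM (vertical axes, from 0) against time of day (horizontal axis), with 1 symbol per plot and a line through the mean of the 4 plots. Every locus has its lowest mean at 17:00, for example 80.2 for Glyma.14G067000.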

Rubisco activase (Rca) is required for Rubisco activity, and expression of diurnally affected Rca genes was generally highest at 8:00/ZT2:20 and 11:00/ZT5:20 but decreased strongly at later time points (Figure 6), which is similar to the circadian‐regulated expression of Rca genes seen in Arabidopsis, apple (*Malus domestic*), rice, and tomato (*Lycopersicon esculentum*); (Liu, Taub, & McClung, 1996; Martino‐Catt & Ort, 1992; Pilgrim & McClung, 1993; To, Suen, & Chen, 1999; Watillon, Kettmann, Boxus, & Burny, 1993). 

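Genes for fructose 1,6-bisphosphatase (FBPase), sedoheptulose 1,7-bisphosphatase (SBPase) and phosphoribulokinase (PRK), enzymes of the regeneration of ribulose bisphosphate, mostly fell by 17:00. Of 6 FBPase loci, 5 were lower at 17:00 than at 8:00 and 1 was higher. Glyma.20G166400 fell from 261 ± 53.6 to 22.6 ± 3.41 CPM (SD, n = 4 plots; log2 fold change -3.52, standard error 0.16, adjusted p = 8.99e-10 from edgeR), whereas Glyma.08G067500 rose from 4.97 ± 1.24 to 25.2 ± 4.80 CPM (log2 fold change 2.35, standard error 0.18, adjusted p = 9.56e-08 from edgeR). Both SBPase loci were lower at 17:00. Glyma.11G226900 had 943 ± 138 CPM at 8:00, 961 ± 186 at 11:00 and 325 ± 74.6 at 17:00 (log2 fold change -1.53, standard error 0.18, adjusted p = 6.69e-06 against 8:00, edgeR). Of 3 PRK loci, 2 were lower at 17:00. Glyma.09G210900 had 1806 ± 365 CPM at 8:00 and 666 ± 73.5 at 17:00 (log2 fold change -1.41, standard error 0.16, adjusted p = 5.62e-06 from edgeR), and Glyma.03G158800, at 1.10 ± 0.554 CPM at 8:00, did not pass the test over time points (adjusted p = 0.159, edgeR).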

Similar to Rca gene expression, diurnal transcription of FBPase‐, SBPase‐, and PRK‐encoding genes largely peaked in the morning and declined as the day progressed (Figure 6). The ferredoxin‐thioredoxin system contributes to posttranslational regulation of these enzymes, and circadian rhythms have been observed in the expression of thioredoxin‐type genes and proteins (Barajas‐López et al., 2011). Thus, multiple levels of diurnal and/or circadian regulation are involved in the C_3_ cycle. The decreased transcription of Rca genes and other C_3_ cycle‐related genes observed in this study, apparent as early as 14:00/ZT8:20, when diurnal photosynthesis typically peaks for field‐grown soybean (Rogers et al., 2004), might anticipate nightfall.

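At 14:00 the decrease was already present in most carbon fixation loci of Figure 6. Of the 17 loci for Rubisco activase, FBPase, SBPase and PRK, 14 were lower at 14:00 than at 8:00 in edgeR, namely 6 of 6 activase, 5 of 6 FBPase, 2 of 2 SBPase and 1 of 3 PRK loci. By 14:00 the FBPase gene Glyma.20G166400 had fallen to 59.4 ± 14.2 CPM (SD, n = 4 plots; log2 fold change -2.14, standard error 0.15, adjusted p = 1.62e-07 from edgeR) and the activase gene Glyma.14G067000 to 308 ± 55.0 CPM (log2 fold change -1.58, standard error 0.20, adjusted p = 1.76e-05 from edgeR). The SBPase gene Glyma.11G226900 changed less (log2 fold change -0.67, standard error 0.18, adjusted p = 0.00703 from edgeR). When adjusted over the list alone 19 of all 20 loci of Figure 6 passed the test over time points. The study chose these loci on the same samples, so the count is not independent evidence. From the decrease at 14:00, when photosynthesis typically peaks, the paper proposes that it might anticipate nightfall.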

**Figure 6:**
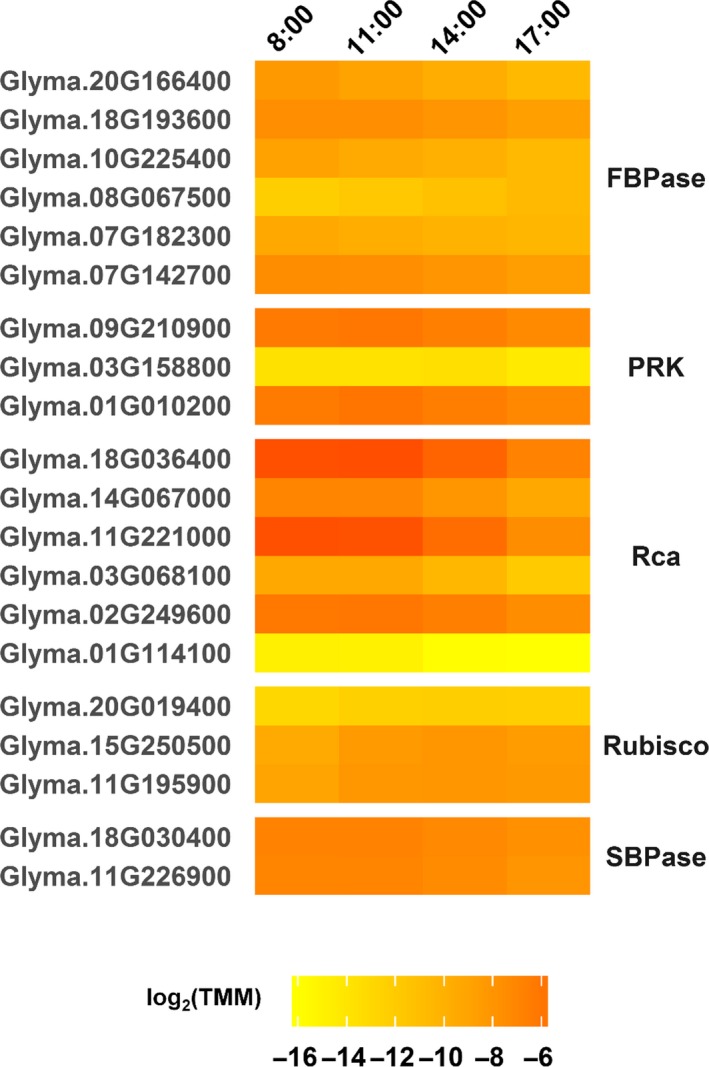
Diurnally differentially expressed genes related to key enzymes of the C_3_ cycle in field‐grown soybean. Gene loci are listed on the left, and the corresponding enzymes are listed on the right. Expression values [log_2_(TMM)] are shown (yellow = low expression, red = high expression) for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours. FBPase, fructose 1,6‐bisphosphatase; PRK, phosphoribulokinase; Rca, Rubisco activase; Rubisco, ribulose 1,5‐bisphosphate carboxylase/oxygenase; SBPase, sedoheptulose 1,7‐bisphosphatase

### 3.7 Photosynthesis: Carbon metabolism

Leaf carbohydrate pools fluctuate diurnally. Starch is synthesized during the day when light can drive photosynthesis and is broken down during the night to fuel cellular respiration, and this has been measured previously in field‐grown soybean (Rogers et al., 2004; Stitt & Zeeman, 2012). Starch degradation is strongly regulated by the circadian clock to ensure that starch stores last throughout the night (Graf & Smith, 2011), and several genes related to starch synthesis and breakdown were differentially regulated during the day in field‐grown soybean in this study. 

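Both ADP glucose pyrophosphorylase loci rose through the day. Glyma.06G186400 rose from 2.83 ± 0.982 CPM at 8:00 to 6.85 ± 1.82 at 11:00, 11.3 ± 0.623 at 14:00 and 13.9 ± 1.70 at 17:00 (SD, n = 4 plots; log2 fold change 2.32, standard error 0.20, adjusted p = 3.83e-07 from edgeR). Glyma.04G178400 rose from 0.853 ± 0.571 to 13.6 ± 2.50 CPM, 16-fold (log2 fold change 4.00, standard error 0.38, adjusted p = 1.02e-06 from edgeR). Both were higher at 17:00 than at 8:00 in all 4 plots.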

Genes encoding ADP glucose pyrophosphorylase (AGPase), which catalyzes the entry step to starch synthesis, increased in expression as the day progressed (Figure 7). AGPase gene expression increases in the presence of sucrose (Sokolov, Dejardin, & Kleczkowski, 1998), the level of which increases in field‐grown soybean during daylight hours (Rogers et al., 2004). However, other posttranscriptional modes of AGPase regulation lead to more fine‐tuned responses of AGPase during fluctuating conditions (Geigenberger, 2011), and some of these processes, including the ferredoxin‐thioredoxin system, have shown circadian rhythms (Barajas‐López et al., 2011). A variety of starch synthase transcription patterns has been observed in Arabidopsis (Smith et al., 2004). 

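The 10 starch synthase loci were all differentially expressed, with their highest mean at 8:00 in 2, at 11:00 in 4, at 14:00 in 2 and at 17:00 in 2. At 17:00, 5 were lower than at 8:00, 4 were higher and 1 did not pass the test. Glyma.13G204700 fell from 139.9 ± 41.9 to 26.8 ± 5.54 CPM (SD, n = 4 plots; log2 fold change -2.36, standard error 0.22, adjusted p = 7.47e-07 from edgeR). Glyma.07G049900 rose from 276 ± 117 to 795 ± 152 CPM at 11:00 (log2 fold change 1.54, standard error 0.30, adjusted p = 0.00217 from edgeR) and had 179 ± 75.4 CPM at 17:00. In contrast Glyma.05G127800 rose from 6.02 ± 0.691 to 46.8 ± 10.2 CPM (log2 fold change 2.94, standard error 0.13, adjusted p = 7.53e-10 from edgeR). Of the 29 starch and sucrose loci of Figure 7, 28 were differentially expressed, and 28 passed when adjusted over the list alone. The study chose these loci on the same samples, so the count is not independent evidence.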

Starch synthase genes in field‐grown soybean also showed varied patterns of expression throughout the day, but expression was often highest at 8:00/ZT2:20 or 11:00/ZT5:20 and declined later in the day (Figure 7). Starch branching enzyme genes showed varied expression throughout the day, whereas expression of starch debranching‐related genes increased as the day progressed (Figure 7).

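The 4 starch branching enzyme loci peaked at different times, 1 at 11:00, 1 at 14:00 and 2 at 17:00. Glyma.03G192300 rose from 124 ± 37.6 to 318 ± 19.9 CPM at 14:00 (SD, n = 4 plots; log2 fold change 1.39, standard error 0.18, adjusted p = 2.88e-05 from edgeR). Glyma.19G192800 rose from 161 ± 58.4 to 337 ± 50.1 CPM at 11:00 (log2 fold change 1.09, standard error 0.20, adjusted p = 0.00148 from edgeR), though its largest log2 fold change was 0.99 without replicate 2, below the fold threshold. Glyma.08G196700 lost its call without replicate 1, 2 or 3 (adjusted p = 0.114, 0.21 and 0.121, edgeR). Both debranching loci rose. Glyma.03G151200 rose from 3.79 ± 1.14 to 13.2 ± 2.63 CPM (log2 fold change 1.82, standard error 0.21, adjusted p = 5.19e-06 from edgeR) and Glyma.19G153700 from 11.1 ± 2.46 to 26.3 ± 8.59 CPM (log2 fold change 1.23, standard error 0.20, adjusted p = 0.000158 from edgeR), with a largest log2 fold change of 0.93 without replicate 3.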

**Figure 7:**
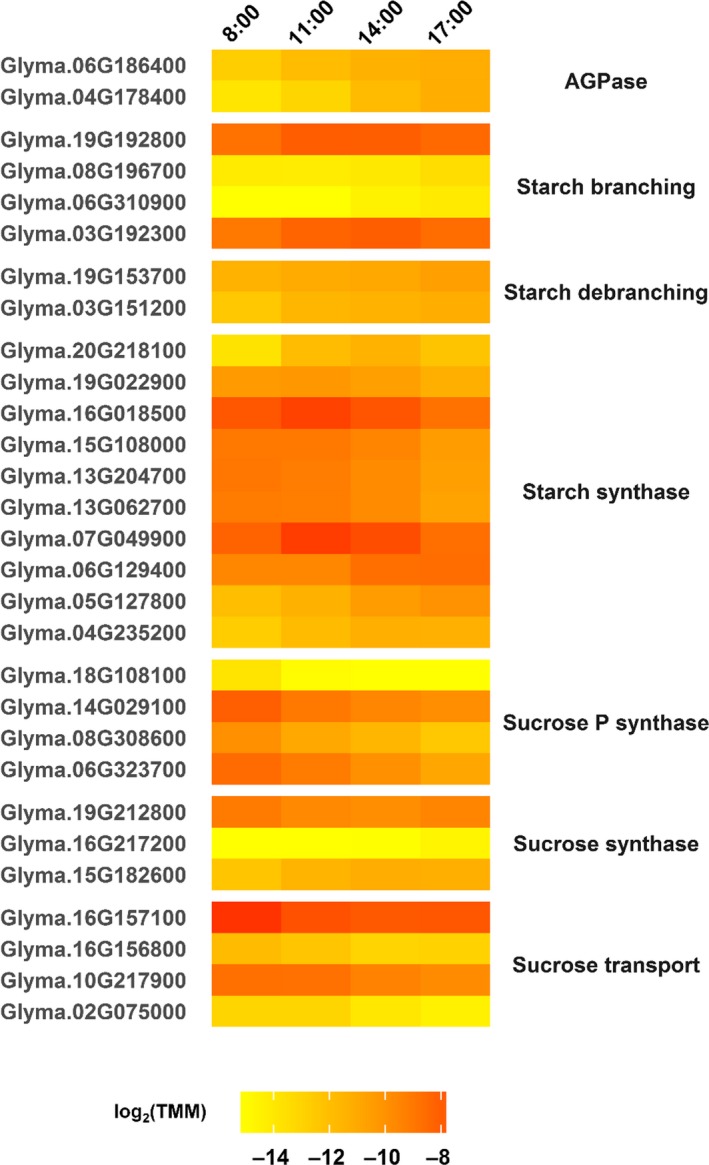
Diurnally differentially expressed genes related to starch and sucrose in field‐grown soybean. Gene loci are listed on the left, and the corresponding enzymes or classes of enzymes are listed on the right. Expression values [log_2_(TMM)] are shown (yellow = low expression, red = high expression) for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours. AGPase, ADP glucose pyrophosphorylase

Sucrose is exported from source leaves to be used for energy and biomass production in sink leaves, roots, and developing seeds. 

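All 4 sucrose phosphate synthase loci and all 4 sucrose transport loci were lower at 14:00 and at 17:00 than at 8:00, and all 8 had their highest mean at 8:00. The synthase gene Glyma.14G029100 fell from 317 ± 71.6 to 54.6 ± 9.76 CPM (SD, n = 4 plots; log2 fold change -2.55, standard error 0.21, adjusted p = 2.32e-07 from edgeR) and Glyma.08G308600 from 49.4 ± 8.69 to 3.75 ± 1.70 CPM (log2 fold change -3.68, standard error 0.32, adjusted p = 3.76e-07 from edgeR). The transport gene Glyma.16G157100 fell from 983.8 ± 161 to 408 ± 156 CPM (log2 fold change -1.32, standard error 0.22, adjusted p = 0.000154 from edgeR). Sucrose synthase loci differed from each other. Glyma.15G182600 rose from 4.12 ± 1.95 to 13.9 ± 3.78 CPM at 14:00 (log2 fold change 1.78, standard error 0.24, adjusted p = 4.28e-05 from edgeR), and Glyma.19G212800 fell from 116 ± 21.1 to 52.8 ± 8.55 CPM (log2 fold change -1.15, standard error 0.20, adjusted p = 0.000404 from edgeR). The latter lost its call without replicate 1, when its largest log2 fold change was 0.93, and the synthase locus Glyma.18G108100 with no replicate block (adjusted p = 0.0501, edgeR).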

Although sucrose synthase gene expression varied during the day, expression of genes related to sucrose phosphate synthase and sucrose transport largely declined during daylight hours. This is the opposite pattern of sucrose accumulation resulting from photosynthesis over the course of the day. However, if these enzymes have a half‐life of several hours, this could be indicative of the leaf anticipating the onset of darkness.

### 3.8 Gene regulatory network (GRN)

To identify genes that are integral to diurnal cycles in soybean, a GRN was inferred using a very strict significance cutoff (fdr *p *<* *0.0001) for both edges and directionality. Among the 1,199 highly DE genes included in the analysis, 199 were assigned to the network, and 267 significant relationships or “edges” were inferred among those (Figure 8, Supporting information Dataset S3). 

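The transcripts of the network changed strongly between time points. LRRNT_2 (Glyma.20G143600), a gene of Table 1, fell from 11.2 ± 0.574 to 1.85 ± 0.232 CPM (SD, n = 4 plots; log2 fold change -2.59, standard error 0.23, adjusted p = 4.08e-07 from edgeR). SHN2 (Glyma.17G210500) fell from 1.86 ± 0.909 to 0.0441 ± 0.0348 CPM (log2 fold change -5.18, standard error 0.53, adjusted p = 1.88e-06 from edgeR), and its level at 17:00 rests on few reads. At an adjusted p under 0.0001 and a log2 fold change of at least 2 between any 2 time points, 2558 genes passed in edgeR, and 191 of the 199 genes in the edges of Dataset S3 were among them. The count was 1262 in a gene-wise linear model on log2(TMM), with 137 of the 199 genes among them, and for edgeR it ranged from 1458 to 1928 when 1 replicate was left out. Of the 267 edges that Dataset S3 lists, 162 are positive and 105 negative, and 207 (77.5%) had the sign of the Pearson correlation of their 2 genes over the 16 libraries. After the time point and plot means were removed, 259 did. The edges were inferred from these same libraries, so the counts are not independent evidence.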

*A priori* identification of transcription factors and/or binding sites was not included in the analysis, so the inferred edges do not necessarily indicate direct regulation of transcription between nodes. The direction of causality was significantly determined for 28 of those relationships. 

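The genes of Table 1 with the most edges in Dataset S3 are PHNP (Glyma.02G176100) with 31, PRR5 (Glyma.03G261300) with 23 and PIP5K (Glyma.03G186300) with 20. PRR5, a pseudo-response regulator, had 36.7 ± 23.9 CPM at 8:00, 45.4 ± 9.87 at 11:00 and 8.85 ± 2.14 at 17:00 (SD, n = 4 plots; log2 fold change -1.93, standard error 0.53, adjusted p = 0.0071 against 8:00, edgeR). Plot 2 went the other way, from 2.71 CPM of PRR5 at 8:00 to 7.61 at 17:00. The other plots had 38.3 to 56.7 CPM at 8:00. PHNP was rare, with 0.545 ± 0.233 CPM at 8:00 and 0.127 ± 0.0897 at 17:00 (log2 fold change -2.03, standard error 0.63, adjusted p = 0.015 from edgeR). PIP5K fell from 9.88 ± 0.988 to 2.15 ± 0.429 CPM (log2 fold change -2.19, standard error 0.20, adjusted p = 7.26e-07 from edgeR). All 7 genes of Table 1 were differentially expressed, but PHNP lost its call without replicate 1 or 4 (adjusted p = 0.073 and 0.0679, edgeR) and PRR5 without replicate 1 (adjusted p = 0.0683, edgeR) and in the gene-wise linear model on log2(TMM) (adjusted p = 0.0745). In a network rebuilt with shrinkage partial correlations over the 2558 genes of the strict threshold, keeping the 267 strongest edges, 0 of the 7 had 10 or more edges, PIP5K had 5, and PHNP and PRR5 lay outside the gene set. Of the edges in Dataset S3, 193 had both genes in the set, and 193 of these had the same sign in the rebuilt network, with a mean percentile of 99.1 for the absolute partial correlation, though from the same libraries. The false discovery rate step of the paper's network software was not repeated here. From their 10 or more connections the paper proposes that these genes are important regulators of diurnal functions.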

Seven genes or “nodes” had 10 or more connections (Figure 8, Table 1), which are likely important regulators of diurnal functions in field‐grown soybean. One of these nodes, *PSEUDO‐RESPONSE REGULATOR 5* (*GmPRR5*; Table 1), is known to be directly involved with circadian rhythms (Bendix et al., 2015; Fujimori, Sato, Yamashino, & Mizuno, 2005; Nakamichi, Kita, Ito, Yamashino, & Mizuno, 2005) and interacts with CONSTANS to promote flowering in response to day length in Arabidopsis (Hayama et al., 2017). Two transcription factors, YABBY (GmYABBY16; (Zhao et al., 2017)) and the ethylene‐responsive SHINE 2‐RELATED (SHN2), were also identified as hub nodes (Table 1). YABBY plays an important role in plant development, including determining organ polarity, such as adaxial versus abaxial surfaces of leaves, and may be involved in flowering and seed development. In soybean, expression of *GmYABBY16* and other *GmYABBY* genes is affected by drought and salt stress and ABA application (Zhao et al., 2017), and YABBY likely regulates other transcription factors important to soybean development (Shamimuzzaman & Vodkin, 2013). SHN transcription factors are involved in regulating cutin, suberin, and wax protein levels in Arabidopsis (Licausi, Ohme‐Takagi, & Perata, 2013; Shi et al., 2011), and the poplar (*Populus* spp.) SHN2 has been shown to regulate secondary cell wall formation in tobacco (*Nicotiana tabacum*) transformants (Liu et al., 2017).

**Figure 8:**
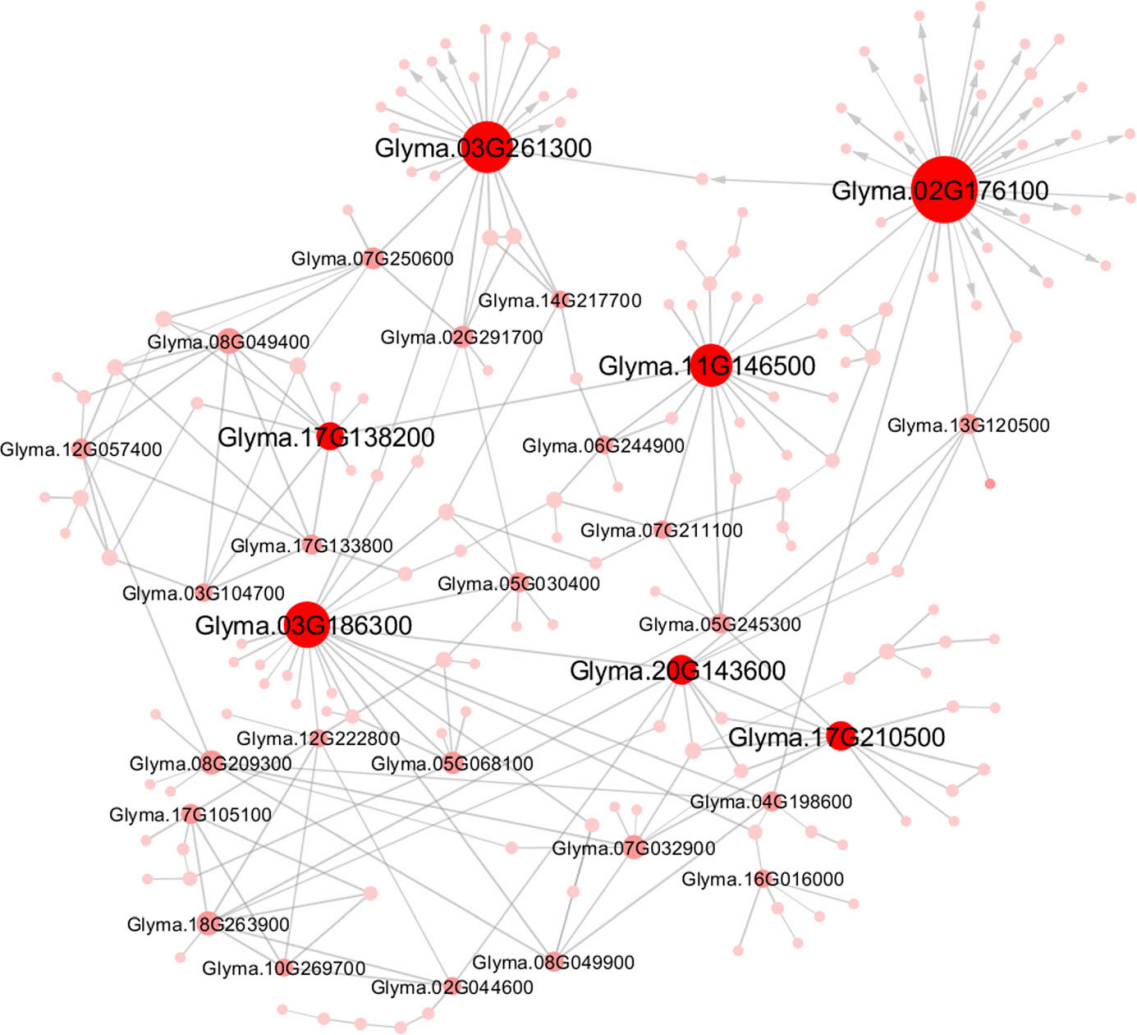
Gene regulatory network (GRN) analysis. Of the 1199 highly differentially expressed genes included in the analysis, 199 were assigned to the network (circles), which shows 267 significant “edges” (lines). Of these, 28 edges showed significant direction of causality (lines with arrowheads). Genes with ≥10 edges were considered “nodes” (large red circles). A very strict significance cutoff (fdr *p *<* *0.0001) was used for determining edges and directionality

**Table 1:** Hub nodes from gene regulatory network (GRN) inference analyses

Hub node genes	Protein annotation description^a^	Abbr.
Glyma.02G176100	Similarity (60%) with phosphoribosyl 1,2‐cyclic phosphate phosphodiesterase and ribonuclease z.	PHNP
Glyma.03G186300	Phosphatidylinositol‐4‐phosphate‐5‐kinase	PIP5K
Glyma.03G261300	Response regulator of two‐component system (PSEUDO‐RESPONSE REGULATOR 5)	PRR5
Glyma.11G146500	Aquaporin transporter	PIP2;4
Glyma.17G138200	YABBY protein	YABBY
Glyma.17G210500	Ethylene‐responsive transcription factor	SHN2
Glyma.20G143600	Leucine‐rich repeat N‐terminal domain/carbohydrate binding protein of the endoplasmic reticulum	LRRNT_2

a Obtained from SoyBase and/or Phytozome12 (JGI).

Several nodes were identified as genes encoding proteins involved in cellular processes. Phosphatidylinositol‐4‐phosphate‐5‐kinase (PIP5K) was identified as a hub node (Table 1) and is involved in vesicle‐mediated transport, cell adhesion, cell polarization, and cell migration (Irvine, 2003). In addition, water stress induces expression of specific PIP5Ks in Arabidopsis (Mikami, Katagiri, Iuchi, Yamaguchi‐Shinozaki, & Shinozaki, 1998). Leucine‐rich repeat N‐terminal 2 (LRRNT_2) was also identified (Table 1) and is a carbohydrate‐binding protein of the endoplasmic reticulum (Phytozome). The transcription of these genes was directly and negatively linked, although the direction of the interaction was not resolved. Similarly, the LRRNT_2 node was directly linked to SHN2 through a negative association, but again, the direction of repression was not evident. 

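PIP5K (Glyma.03G186300) and LRRNT_2 (Glyma.20G143600) both declined from their highest means at 8:00. At 11:00 PIP5K had 4.97 ± 0.240 CPM and LRRNT_2 had 5.20 ± 1.15 CPM (SD, n = 4 plots). Over the 16 libraries their log2(TMM) values had a Pearson correlation of 0.94 and a Spearman correlation of 0.93, for which no p is given, as both genes belong to a network of genes selected for change over time. After removal of the time point and plot means, a step tested after the values were seen, r was 0.47 (permutation p = 0.17, 0.17 adjusted over the 3 pairs of Table 1 genes joined by an edge) and rho 0.27 (permutation p = 0.43, 0.43 adjusted). Without the 2 libraries farthest from the median of PIP5K, that r was 0.28, so a relation beyond the shared time course is not resolved. Dataset S3 lists a partial correlation of 0.0175 for this edge, which is the paper's value.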

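SHN2 (Glyma.17G210500) fell alongside LRRNT_2 (Glyma.20G143600). SHN2 had 0.789 ± 0.252 CPM at 11:00 and 0.220 ± 0.0703 at 14:00 (SD, n = 4 plots), while LRRNT_2 had 3.23 ± 1.08 CPM at 14:00. At 17:00 SHN2 had 0 to 0.085 CPM over the plots, so its afternoon values rest on few reads. The Pearson correlation of their log2(TMM) values over the 16 libraries was 0.95 and the Spearman correlation 0.96, again without a p because both were selected for change over time. With the time point and plot means removed, r was 0.58 (permutation p = 0.077, 0.13 adjusted over the 3 pairs) and rho 0.56 (permutation p = 0.087, 0.13 adjusted), and r was 0.65 without the 2 libraries farthest from the median of SHN2. Neither passed 0.05. The paper's Dataset S3 lists 0.0241 as the partial correlation.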

Another node, Glyma.02G176100, encoded a protein with 61% similarity to both a ribonuclease Z protein and phosphoribosyl 1,2‐cyclic phosphate phosphodiesterase (Table 1).

The final hub node was a gene encoding an aquaporin, PLASMA MEMBRANE INTRINSIC PROTEIN2;4 (GmPIP2;4), that acts as a channel and regulates water flux through the plasma membrane (Table 1). Our RNA‐seq analysis showed higher transcription of this gene at all time points compared to 8:00/ZT2:20, with the highest transcript abundance at 14:00/ZT8:20. 

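PIP2;4 (Glyma.11G146500), an aquaporin gene, had 5.03 ± 2.07 CPM at 8:00, 22.0 ± 10.7 at 11:00, 16.0 ± 4.14 at 14:00 and 8.43 ± 2.94 at 17:00 (SD, n = 4 plots). It was higher than at 8:00 at 11:00 (log2 fold change 2.10, standard error 0.21, adjusted p = 1.72e-05 from edgeR), at 14:00 (log2 fold change 1.74, standard error 0.21, adjusted p = 1.3e-05 from edgeR) and at 17:00 (log2 fold change 0.79, standard error 0.21, adjusted p = 0.0056 from edgeR). The values at 11:00 and 14:00 were not distinguishable (log2 fold change -0.35, standard error 0.19, adjusted p = 0.261 from edgeR). PIP2;4 also differed between plots (adjusted p = 0.00819, edgeR).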

Aquaporins show diurnal expression cycles in roots (Clarkson et al., 2000; Takase et al., 2011; Vandeleur et al., 2009) and may help regulate diurnal leaf water status in soybean leaves (Locke & Ort, 2015). As we reported previously, the diurnal transcription of *GmPIP2;4* in these leaves tracked atmospheric vapor pressure deficit, but its diurnal transcription pattern was inverse to the diurnal pattern of leaf hydraulic conductance (Locke & Ort, 2015). 

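PIP2;4 (Glyma.11G146500) and YABBY (Glyma.17G138200) followed different courses through the day. YABBY fell from 4.97 ± 2.82 CPM at 8:00 to 0.548 ± 0.415 at 14:00 (SD, n = 4 plots; log2 fold change -3.23, standard error 0.32, adjusted p = 2.66e-06 from edgeR) and had 0.576 ± 0.370 CPM at 17:00, while PIP2;4 rose in the morning. Over the 16 libraries their log2(TMM) values had a Pearson correlation of -0.02 and a Spearman correlation of -0.02. After removal of the time point and plot means r was 0.57 (permutation p = 0.086, 0.13 adjusted over the 3 pairs) and rho 0.63 (permutation p = 0.051, 0.13 adjusted), and r was 0.47 without the 2 libraries farthest from the median of PIP2;4. The partial correlation in the paper's Dataset S3 is 0.0173.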

The GRN analysis indicated that *GmPIP2;4* expression influences or is influenced by many other genes, including a positive interaction with the YABBY node, although the direction of the relationship with *GmYABBY16* was unclear. As ABA treatment and salt stress upregulate but drought stress downregulates *GmYABBY16* expression (Zhao et al., 2017), this result is not surprising but deserves further analysis.

## 4 CONCLUSION

This diurnal picture of the field‐grown soybean transcriptome illustrates that genes in pathways either contributing to or depending on photosynthesis are often differentially transcribed over the course of the day. In addition, several genes act as hubs for regulating diurnal processes, either by directly regulating transcription of other genes or by integrating diurnal signals to control a key response (e.g., leaf water transport) with rapid and extensive downstream effects. Improving photosynthesis is becoming an increasingly important goal, as climate change and population growth test the limits of our agricultural production capacity. This data set can serve as a basis for further investigation of diurnally responsive pathways and eventual identification of genes and transcription factors that diurnally regulate photosynthesis and transpiration. If it is possible that diurnal variations in transcription of photosynthesis‐regulating genes could be manipulated, this could greatly contribute to improving photosynthesis in light‐limited conditions and water use efficiency at high midday vapor pressure deficit, and to better acclimate to changing climate. In addition, our comparisons with transcriptomic analyses conducted on soybean grown in controlled environments suggest that caution should be used when extrapolating gene expression patterns from controlled environments to field environments.

## AUTHORS’ CONTRIBUTIONS

AML and DRO designed the research; AML performed the research and analyzed the data; AML and RAS interpreted the data and wrote the paper with contributions from DRO.

# Supplementary material for: Field‐grown soybean transcriptome shows diurnal patterns in photosynthesis‐related processes
**Source:** Plant Direct. 2018 Dec 4;2(12):e00099. doi: 10.1002/pld3.99
**Supplement:** Supplementary file 1

A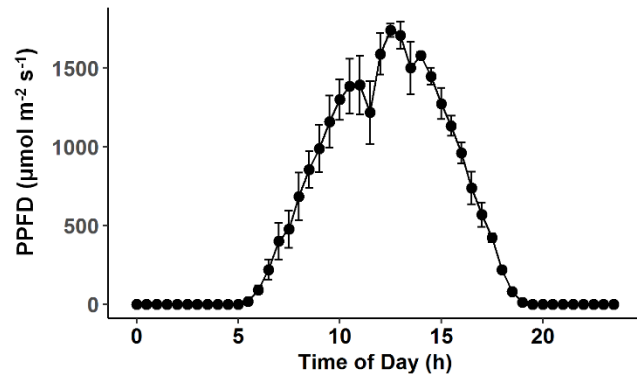**B**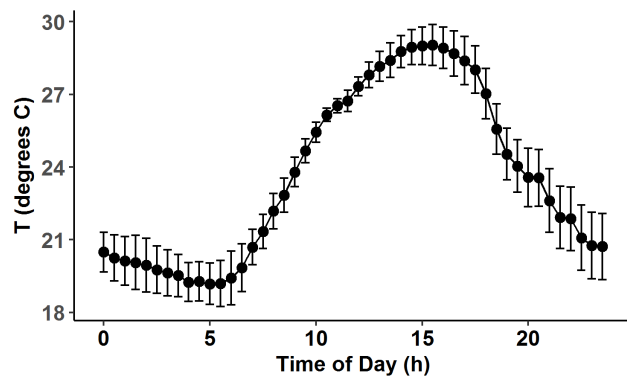**C**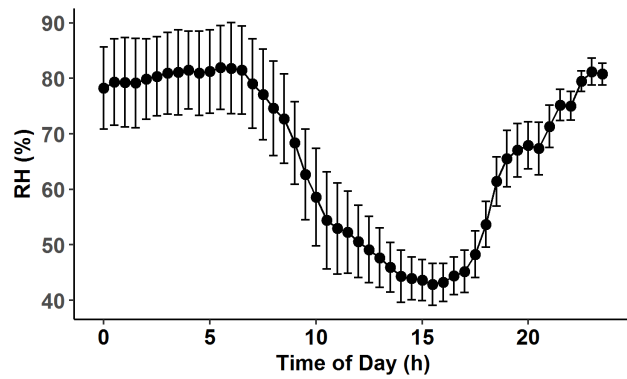

Supplemental Figure 1. Climate data from the 2010 RNA sampling dates. A) Photosynthetic photon flux density (PPFD), B) temperature (T), and C) relative humidity (RH) are shown as a function of time of day. Data represent means $\pm$ SE of the four sampling dates (August 14, 16, 18, 24) and were obtained from the University of Illinois Energy Farm.

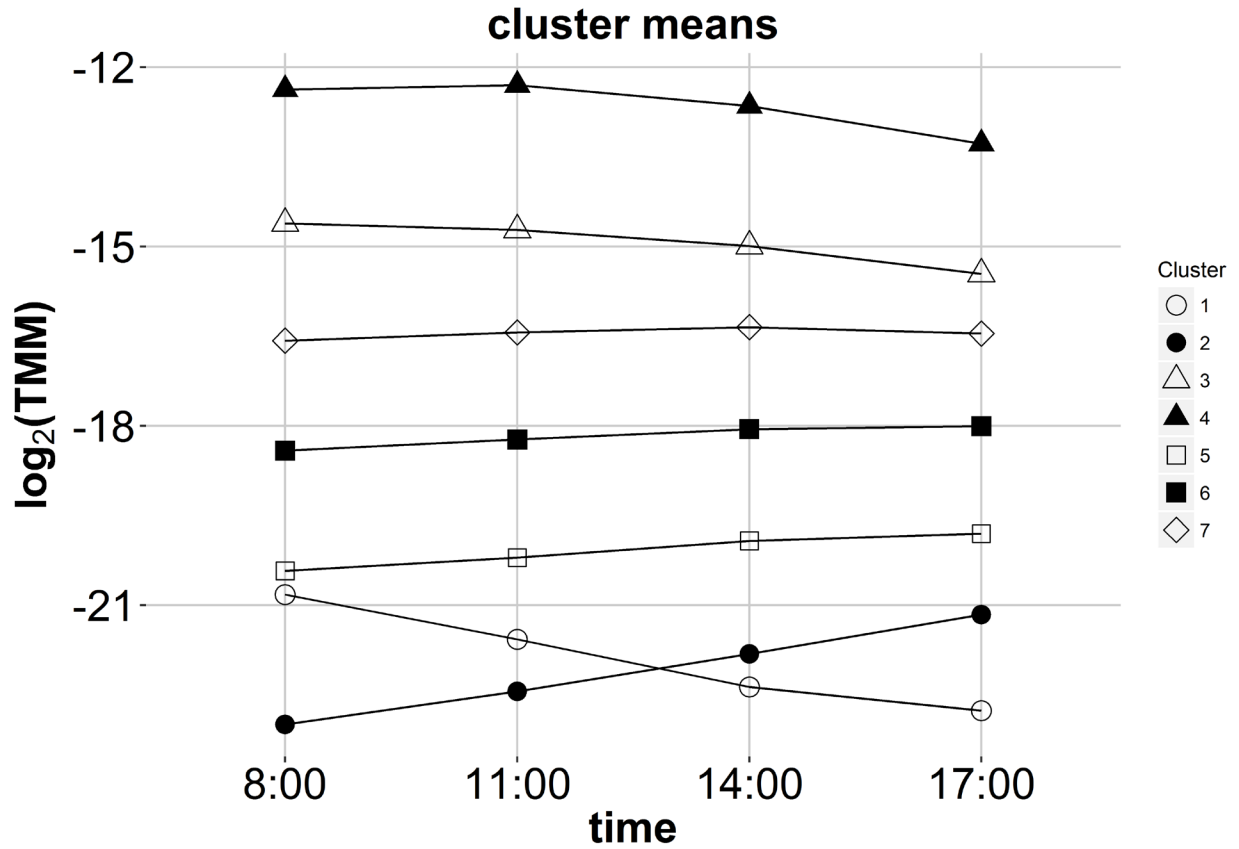

Supplemental Figure 2. Cluster means of diurnally differentially-expressed genes in soybean. Expression values [$\log_2(\text{TMM})$] are shown for four time points (8:00/ZT2:20, 11:00/ZT5:20, 14:00/ZT8:20, 17:00/ZT11:20) measured during daylight hours. Values represent the means ($n=4$).

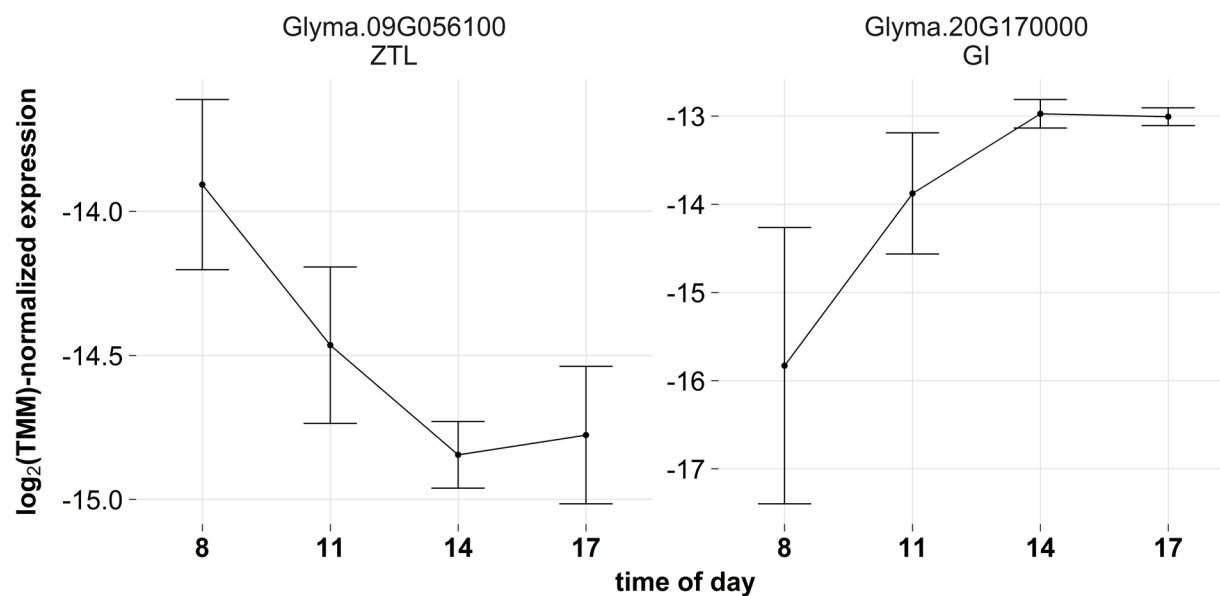

Supplemental Figure 3. Diurnally non-differentially-expressed circadian rhythm-related genes in field-grown soybean. Transcript abundance is mean[$\log_2(\text{TMM})$] $\pm$ standard deviation for four time points [8:00 (ZT2:20), 11:00 (ZT5:20), 14:00 (ZT8:20), 17:00 (ZT11:20)] measured during daylight hours. GI, GIGANTEA; ZTL, ZEITLUPE.

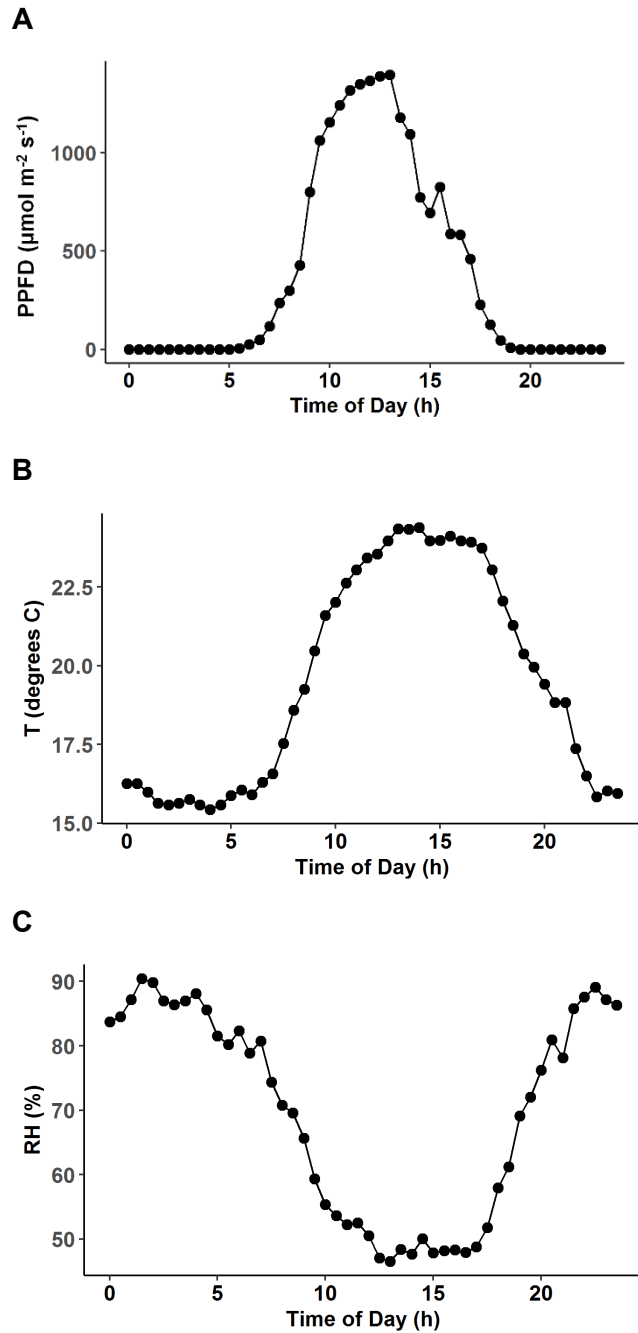

Supplemental Figure 4. Climate data from the chlorophyll sampling date in 2013. A) Photosynthetic photon flux density (PPFD), B) temperature (T), and C) relative humidity (RH) are shown as a function of time of day for 16 August. Data were obtained from the University of Illinois Energy Farm.

How the deposited data were processed for this re-analysis (not part of the article)

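Transcripts were measured in leaflets from the uppermost, fully expanded leaf of soybean cultivar 93B15 grown in the field, in 4 plots sampled at 4 time points, which makes 16 libraries. Each plot was sampled on 1 day, so plot and sampling day cannot be separated. The authors isolated total RNA, prepared libraries with a TruSeq kit, trimmed the reads with Trimmomatic, aligned them to the soybean genome with TopHat and counted them with HTSeq-count. The submitters' processing notes name CASAVA 1.8.2 for base calling software. The deposited values are raw counts per gene, whole numbers with no normalization, in 1 column per library. The strand and overlap settings of the counting are not given in the sources used here.

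Columns were matched to samples by name, and 0 columns were left unmatched. Counts assigned to genes per library ranged from 14968570 to 25691784 (median 21411331). At this depth, abundances well under 1 CPM rest on few reads, and changes of such genes are imprecise. Genes with fewer than 8 counts in each library were left out, as the paper states for its own analysis, which kept 36059 of 56044 genes. Libraries with the same time point differed by far more than sampling noise, with a chi-square per gene of at least 19 for each pair, so no library was counted as a copy of another.

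Counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM scaling and the quasi-likelihood test with time point and plot in the model. Each standard error printed was back-calculated, as the absolute log2 fold change divided by the square root of the F statistic, and is approximate. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg, test over all time points) with a log2 fold change of at least 1 between any 2 time points. The strict threshold for the network was an adjusted p under 0.0001 and a log2 fold change of at least 2. Plots were compared in the same model by the same thresholds. The replicate number pairs the samples because the paper states that a number is 1 plot and 1 day. Deviations from the time point means correlated between libraries of the same plot with a median r of 0.242 over 24 pairs, against -0.0703 over 72 pairs from different plots, and 15 of 16 libraries had their highest correlation with a library of their own plot.

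The coefficient of variation was taken over the 4 plots at each time point from log2(TMM), computed from edgeR's CPM with a prior count of 1. Equality among time points was tested with the asymptotic test that the paper names, and outliers of the mean were set by fences at 1.5 and 3 interquartile ranges. Differentially expressed genes were grouped by k-means into 7 clusters on the 4 mean log2(TMM) values, with 50 starts. The network was rebuilt with shrinkage partial correlations over the genes of the strict threshold, and 267 edges were kept to match Dataset S3. Correlations of single pairs of network genes have permutation p values only with the time point and plot means removed (residuals of 1 gene permuted and the means removed again, an approximate test chosen after the values were seen). The relation with PsbD was permuted over the libraries. Each used 100000 resamples and was two-sided.

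The genes named were fixed before the data were examined as every locus that the paper names or prints in Figures 2, 3, 5, 6 and 7, Supporting information Figure S3 and Table 1, the 10 genes with the largest rise and the 10 with the largest fall from 8:00 to 17:00 (same direction in all 4 plots, at least 10 CPM at the higher time point), and the 5 genes with the smallest adjusted p between plots. Loci of the figures were read from the pictures. Other genes are said to be chosen after their values were seen. Names come from the paper and from the best matches in Dataset S1, of which the first 931 of 36059 genes were used. The reference table held matched 0 of the locus identifiers, so the planned tests of gene groups and markers of other cell types were not run, and no overlap or enrichment test was run on the part of Dataset S1.

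Alternatives were DESeq2 size factors, the DESeq2 1.42.0 likelihood ratio test, limma 3.58.1, a gene-wise linear model on log2(TMM), no replicate block, no count filter or a filter of 1 CPM in 4 libraries, no fold threshold, folds of mean TMM shares, other scales, prior counts and adjustments for the CV, other values, scaling and seed for the clusters, other weights and edge numbers for the network, and each replicate left out. On simulated counts with 200 of 34804 genes changed between 17:00 and 8:00, edgeR recovered 60.3% of genes changed by 1 on the log2 scale, 100% of those changed by 2 and 100% of those changed by 3, with 3 false calls. The gene-wise linear model recovered 16.2%, 97% and 100% in the same comparison. The simulated counts had 1 fixed dispersion for all genes and no plot effect, and only abundant genes were changed. Recovery was scored on adjusted p and direction, without the fold threshold. These rates are therefore not the power of the calls reported here. The CV test called 6.2% of simulated genes with equal CVs at a p under 0.05. Chlorophyll content, gene ontology enrichment and climate values were not analysed here.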

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

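The tests of 1 source of reads, of time of day and of plot for the run on chromosome 13, and of fewer libraries for plot 4, were chosen after the result was seen.

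A run of 52 neighbouring loci on chromosome 13, from Glyma.13G011200 to Glyma.13G024100, took between 0.198 and 3.38% of the counts of a library (median 0.349%), with 3.38% in plot 2 at 14:00 as the highest, in genes that the paper does not discuss. The 27 of these genes at 20 CPM or more had pairwise correlations of at least 0.916 over the 16 libraries, whereas the highest median correlation among 316 other runs was 0.29. Of the 27 genes, 0% passed an adjusted p of 0.05 between time points and 0% between plots (edgeR). As the genes move together, this is close to 1 test of each. These tests cover only a time course shared by all plots or a constant difference between plots. The share of the run was highest at 8:00 in plots 1 and 3 (1.31 and 0.789%), at 14:00 in plot 2 and at 17:00 in plot 4 (3.29%). A time course that differed between plots was not tested. Whether 1 source of reads entered the libraries in varying amount stays open, since 81.5% of the genes had a slope between 0.8 and 1.2 against the mean of the run's other genes, but the genes and the ends of the run were chosen on the same data because they move together, and slopes of such genes centre on 1 for any shared driver. Carry-over of RNA that poly-A selection should remove is undecided too, as the run correlated with PsbD at r = 0.56 (permutation p = 0.024), which met the value set beforehand, but at rho = 0.44 (permutation p = 0.089) and r = 0.19 without the 2 libraries farthest from the median, so the test was afterwards read as undecided.

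Without plot 4, 350 genes differed between plots, against 2275 with all plots and at least 1253 without any other plot. Fewer libraries alone are argued against by that 1253, and depth by thinning every library to the smallest total, after which 1820 genes differed over all plots and 343 without plot 4. A single library of plot 4 is argued against as well, since the lowest count without 1 of them was 1453. Plot 4 lay farthest from the median plot in 1301 of the 2275 genes, higher in 461 and lower in 840. The plot, its sampling day and the weather of that day cannot be told apart in this design, and no biological explanation was tested.

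Of the genes with unequal CVs, 59.1% were most variable at 8:00. Leaving out 1 plot gave 59.1, 40.8, 45.5 and 72.8% for plots 1 to 4, so the lowest value, 40.8% without plot 2, leaves open whether 1 plot at 8:00 adds to it. Lower abundance at 8:00 could add as well, as 44.3% of these genes had their lowest mean at 8:00 against 36.2% of all genes kept, a share that does not decide it. The number of genes with unequal CVs was itself within the range of other groupings of the libraries. Those groupings mix libraries of different times, so that range is not a plain measure of chance.

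In 420 groups of 4 libraries, 33 had 1 library apart from the other 3 by more than Dixon's critical value of 0.829. For independent groups of normal values chance gives about 1 in 20. The groups here share libraries, hold CPM on the linear scale and include genes chosen as CV outliers, so that rate is no measure of an excess. The library of plot 4 at 8:00 had 23698854 total counts, against 21216995 to 21457584 in the other 3 plots. Its TMM factor was 1.001, against 0.8957 to 0.9135. Glyma.01G153500 (PsbD) had 2.40 CPM in plot 3 at 8:00, against 1.65 to 1.73 CPM in the other plots. Glyma.03G137000 (a magnesium chelatase gene) had 905 CPM in plot 2 at 8:00, against 644 to 654 CPM in the other plots. Glyma.03G151200 (a starch debranching enzyme gene) had 2.09 CPM in plot 3 at 8:00, against 4.27 to 4.43 CPM in the other plots. Glyma.06G113500 (a chlorophyllide a oxygenase gene) had 39.8 CPM in plot 2 at 8:00, against 65.6 to 68.7 CPM in the other plots. Glyma.07G184700 (a glutamyl-tRNA reductase gene) had 7.64 CPM in plot 1 at 8:00, against 4.27 to 4.80 CPM in the other plots. Glyma.14G092800 had 539 CPM in plot 4 at 8:00, against 183 to 220.0 CPM in the other plots. Glyma.20G143600 (LRRNT_2) had 10.4 CPM in plot 4 at 8:00, against 11.5 to 11.6 CPM in the other plots. Glyma.03G151200 (a starch debranching enzyme gene) had 11.6 CPM in plot 2 at 11:00, against 8.01 to 8.34 CPM in the other plots. Glyma.04G178400 (an ADP glucose pyrophosphorylase gene) had 0.945 CPM in plot 2 at 11:00, against 2.17 to 2.40 CPM in the other plots. Glyma.04G192800 (coproporphyrinogen III oxidase) had 9.99 CPM in plot 1 at 11:00, against 5.67 to 6.21 CPM in the other plots. Glyma.19G153700 (a starch debranching enzyme gene) had 16.6 CPM in plot 2 at 11:00, against 14.3 to 14.7 CPM in the other plots. Glyma.19G161400 (a photosystem gene) had 152 CPM in plot 4 at 11:00, against 207 to 216 CPM in the other plots. Glyma.02G218300 (a glutamyl-tRNA reductase gene) had 58.3 CPM in plot 4 at 14:00, against 111 to 120.03 CPM in the other plots. Glyma.03G137000 (a magnesium chelatase gene) had 227 CPM in plot 4 at 14:00, against 519.7 to 552 CPM in the other plots. Glyma.03G261300 (PRR5) had 42.5 CPM in plot 1 at 14:00, against 33.8 to 34.7 CPM in the other plots. Glyma.07G048500 (LCL1) had 81.3 CPM in plot 4 at 14:00, against 106 to 108 CPM in the other plots. Glyma.08G314700 had 9.36 CPM in plot 1 at 14:00, against 5.25 to 5.90 CPM in the other plots. Glyma.10G097800 (a magnesium chelatase gene) had 517 CPM in plot 4 at 14:00, against 857 to 911 CPM in the other plots. Glyma.13G204700 (a starch synthase gene) had 56.0 CPM in plot 4 at 14:00, against 60.8 to 61.3 CPM in the other plots. Glyma.14G092800 had 1397 CPM in plot 4 at 14:00, against 193 to 361 CPM in the other plots. Glyma.17G210500 (SHN2) had 0.116 CPM in plot 4 at 14:00, against 0.246 to 0.268 CPM in the other plots. Glyma.17G230700 had 1466 CPM in plot 4 at 14:00, against 305 to 446 CPM in the other plots. The 10 most abundant genes took 5.91% of the counts in plot 2 at 17:00, against 6.38 to 6.45% in the other plots. Glyma.06G109200 had 216 CPM in plot 4 at 17:00, against 328 to 341 CPM in the other plots. Glyma.08G082900 (a chlorophyll a/b binding gene) had 1383 CPM in plot 4 at 17:00, against 3029 to 3294 CPM in the other plots. Glyma.11G130600 (Jumonji) had 38.2 CPM in plot 4 at 17:00, against 76.3 to 79.5 CPM in the other plots. Glyma.11G195900 (a Rubisco large subunit binding protein gene) had 358 CPM in plot 3 at 17:00, against 205 to 228 CPM in the other plots. Glyma.14G092800 had 4905 CPM in plot 4 at 17:00, against 315 to 477 CPM in the other plots. Glyma.15G177800 had 10041 CPM in plot 4 at 17:00, against 3188 to 4011 CPM in the other plots. Glyma.15G250500 (a Rubisco large subunit binding protein gene) had 260.0 CPM in plot 3 at 17:00, against 186 to 197 CPM in the other plots. Glyma.17G230700 had 5042 CPM in plot 4 at 17:00, against 488 to 672 CPM in the other plots. Outside the genes that the paper discusses, Glyma.10G251500, matched to thiamine thiazole synthase, had a log2 fold change of 7.55 from 8:00 to 17:00.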

How the results depend on the processing

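The network gene set of the gene-wise linear model and the CV with 1 added to every count were chosen after seeing the data; all other alternatives were planned. Of the values for counts of genes, 152 stayed within 1.5 times the value reported, and 24 did not. Over the named genes, 2041 values kept direction and side of the threshold, 68 fell short of it, 10 passed it and 8 reversed. The number differing between time points ranged from 10759 to 19626, from 10900 to 11311 when 1 replicate was left out, and 83.3 to 98.4% of the 12200 genes were shared under alternatives other than the fold threshold. Called under each setting in which they were tested were 130 of 163 named genes; 13, 9, 10 and 7 calls were lost without replicates 1 to 4.

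With no fold threshold the counts were 19626 between time points, 4476 higher and 4008 lower at 11:00, 8073 and 7603 at 14:00, 9767 and 8583 at 17:00, 3729 between plots and 5117 under the strict threshold, since fewer conditions applied. The gene-wise linear model gave 886 genes between plots and 1262 under the strict threshold. When 1 replicate was left out, genes differing between plots ranged from 350 to 2074, genes under the strict threshold from 1458 to 1928 and Table 1 genes with 10 or more rebuilt edges from 0 to 1. With 1 added to every count, 3233 genes had unequal CVs, and extreme and moderate outliers numbered 264 and 962. Unequal CVs numbered 2153 on the linear scale and 122 after Benjamini-Hochberg adjustment. Extreme outliers numbered 876 for log2(CPM + 1) and 509 with the 1 CPM filter, and moderate outliers 1684 with a prior count of 0.25, 1707 on the linear scale and 2127 for log2(CPM + 1). The log2 fold change of Glyma.19G261400 from 8:00 to 17:00 was 0.10 in limma and 0.10 in the gene-wise linear model, and ranged from -0.58 to 0.31 when 1 replicate was left out, against -0.24 in edgeR. Those of Glyma.14G008000, Glyma.05G007100 and Glyma.13G012400 ranged from -0.03 to 0.13, from -0.27 to 0.10 and from -1.12 to 1.83 when 1 replicate was left out. No cause was tested for these changes beyond the fold threshold and the fewer libraries.

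Without the replicate block, 11090 genes differed between time points, 2150 passed the strict threshold and 18 named calls were lost; the pairing moved no count of calls by over 1.5 times. Depth limits genes under 1 CPM, and 7 called named genes were left out by the 1 CPM filter. Planned tests of gene groups were not run, as no identifiers matched the reference.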

Differences from the paper's values

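All alternatives named here were set before the data were examined, except the gene set of the gene-wise linear model for the network and the CV with 1 added to every count, which were chosen after seeing the values. The number of genes under the strict threshold (adjusted p under 0.0001, log2 fold change of at least 2) was 2558, against the paper's 1199. Within 1.5 times the paper's value were the gene-wise linear model on log2(TMM), with 1262, and the fits without replicate 1, with 1458, without replicate 3, with 1480, and without replicate 4, with 1717. Beyond it were DESeq2 size factors (2555), the DESeq2 test (3611), limma (2604), no replicate block (2150), no filter (2807), the 1 CPM filter (2479), no fold threshold (5117), folds of mean TMM shares (2514) and the fit without replicate 2 (1928). The number of Table 1 genes with 10 or more edges in a rebuilt network was 0, against the paper's 7. It was also 0 with equal weights, with more and with fewer edges and without replicates 1, 3 or 4, and 1 without replicate 2. For the gene set of the gene-wise linear model it was 0 too, but of the 7 only YABBY lay in that set, with 9 edges. That 0 was therefore nearly fixed in advance. The sign of the paper's edges was the same in the rebuilt network for all 193 with both genes in the set (mean percentile of the absolute partial correlation 99.1) and for all 74 in the gene-wise set. The numbers of genes with unequal CVs and of extreme and moderate outliers, 3318, 248 and 954, lay within 1.5 times the paper's 3231, 262 and 964, and were 3233, 264 and 962 with 1 added to every count, a form chosen after seeing the values. That form came nearest the mean log2(TMM) values in Dataset S1. Its largest difference from them was 0.00018 over the 931 genes used, against 0.255 for the prior count of 1 used here.

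Several directions, calls and highest means differ from the paper's statements. The paper states that GIGANTEA was not differentially expressed, whereas its adjusted p over time points was 0.000494 in edgeR, and it passed under each alternative tested. High variability at 8:00 and a nonparametric test of lower power are the paper's likely reasons. That nonparametric test was not repeated here. PIP2;4 had its highest mean at 11:00, 22.0 CPM, and the paper gives 14:00, though the 2 time points were not distinguishable (adjusted p = 0.261, edgeR). The paper places the highest abundance of the MgMT and POR loci at 17:00, where 2 of the 3 had it, but Glyma.12G222200 had 621 CPM at 14:00 and 570.0 at 17:00, which were not distinguishable either (adjusted p = 0.816, edgeR). Chlorophyll b reductase is stated to fall from 8:00 to 14:00, but both of its loci rose, by 2.13 and 1.92 on the log2 scale. Divinyl chlorophyllide reductase is placed highest around 11:00, but both of its loci had their highest mean at 8:00. For Glyma.15G097700 these time points were nearly level. The text counts 4 loci for chlorophyllide a oxygenase, and Figure 3 prints 7, of which 5 were lower at 14:00. The edges from LRRNT_2 to PIP5K and to SHN2 are called negative in the text, whereas the partial correlations in Dataset S3 are 0.0175 and 0.0241 and the correlations over the libraries, time course included, 0.94 and 0.95. The network genes are said to pass the strict threshold, and PHNP and PRR5 did not, with an adjusted p of 0.0112 and 0.00875 (edgeR).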

Other observations

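The genes of the next 2 paragraphs and the tests of other groupings of the libraries were chosen after the result was seen.

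Of the CV outliers in Dataset S1, 4 genes matched to proteases were picked out, and proteases were not tested as a group. Glyma.09G069800, matched to a cysteine proteinase of Phaseolus vulgaris, rose from 339.9 ± 197 at 8:00 to 4003 ± 1764 CPM at 17:00 (SD, n = 4 plots; log2 fold change 3.61, standard error 0.34, adjusted p = 7.78e-07 from edgeR), and Glyma.15G177800, with the same match, from 1138 ± 750.3 to 5136 ± 3290.5 CPM (log2 fold change 2.20, standard error 0.31, adjusted p = 3.98e-05 from edgeR). Glyma.17G230700, matched to an asparaginyl endopeptidase of Vigna radiata, rose from 118 ± 63.1 to 1715 ± 2219.5 CPM (log2 fold change 3.28, standard error 0.32, adjusted p = 1.19e-06 from edgeR) and Glyma.14G092800, matched to a vacuolar processing enzyme of Phaseolus vulgaris, from 287 ± 169 to 1543 ± 2242 CPM (log2 fold change 1.59, standard error 0.31, adjusted p = 0.000663 from edgeR). At 17:00 plot 4 alone had 5042 CPM of Glyma.17G230700 and 4905 CPM of Glyma.14G092800, so their means rest on it, and without replicate 4 their log2 fold changes were 2.77 and 1.03. The call of Glyma.14G092800 was lost with no replicate block (adjusted p = 0.0548, edgeR).

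Glyma.06G109200, matched to nitrate reductase, which starts nitrate assimilation, fell from 1602 ± 1219.8 to 305 ± 59.7 CPM (log2 fold change -2.21, standard error 0.37, adjusted p = 0.000189 from edgeR). Glyma.07G034900, matched to a lipoxygenase, fell from 825 ± 722 to 157 ± 127 CPM (log2 fold change -2.29, standard error 0.30, adjusted p = 1.75e-05 from edgeR), and its call was lost with no replicate block (adjusted p = 0.057, edgeR). Glyma.07G034800, also matched to a lipoxygenase and more abundant, had 3466 ± 1643 CPM at 8:00 and 1908 ± 474 at 17:00, and its call was lost in limma, in the gene-wise linear model, with folds of mean TMM shares, with no replicate block and without replicate 1, 2 or 4 (adjusted p = 0.12 with no replicate block, edgeR). The 2 loci matched to carbonic anhydrase, Glyma.19G007700 and Glyma.05G007100, were not called between time points. Glyma.19G007700 had 3202 ± 1749 CPM at 8:00 and 2937 ± 1452 CPM at 17:00.

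Among 100 groupings of the libraries into time points drawn within plots, the real one included, 1 gave as many genes differing between time points as the real 12200. The highest other count was 5504. A share of 1 in 100 is the smallest that 100 groupings can give. Regrouped time points also mix libraries of different real times, so counts for a single pair of time points are not a plain measure of chance. For 14:00 against 8:00 the highest other counts were 1591 against 4387 higher genes and 2418 against 3753 lower genes. For 17:00 they were 4416 against 5631 and 3983 against 4718, and for the strict threshold 2 against 2558. Each of these had 1 grouping as large, the real one. At 11:00, 2 of 100 groupings reached the real 1968 higher and 1396 lower genes, and the highest others, 2739 and 2814, exceeded them. Those groupings kept 10 of the 16 libraries together by time point, against a median of 8 over all groupings, and whether that overlap accounts for their counts was not tested. Groupings into plots within time points gave at most 3 genes, against 2275, with 1 as large. For unequal CVs, 14 of 100 groupings had as many genes as the real 3318, with a highest other count of 4891. The time point means were not removed first, so libraries of different real times add spread within the regrouped time points. This comparison therefore cannot decide whether chance accounts for the real count, and chance is not excluded.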
